# Maternal asthma imprints fetal lung ILC2s via glucocorticoid signaling leading to worsened allergic airway inflammation in murine adult offspring

**DOI:** 10.1038/s41467-025-55941-8

**Published:** 2025-01-13

**Authors:** Tomoaki Takao, Ako Matsui, Chie Kikutake, Keiko Kan-o, Azusa Inoue, Mikita Suyama, Isamu Okamoto, Minako Ito

**Keywords:** Innate lymphoid cells, Epigenetics in immune cells, Mucosal immunology, T-helper 2 cells, Inflammatory diseases

## Abstract

The root of asthma can be linked to early life, with prenatal environments influencing risk. We investigate the effects of maternal asthma on the offspring’s lungs during fetal and adult life. Adult offspring of asthmatic mothers show an increase in lung group 2 innate lymphoid cell (ILC2) number and function with allergen-induced lung inflammation. Offspring of asthmatic mothers show phenotypic alteration of their lung ILC2s during fetal life, with increased expression of genes related to activation and glucocorticoid signaling. Furthermore, these offspring carry overlapping chromatin-accessible altered regions, including glucocorticoid receptor-binding regions in their lung ILC2s both at the fetal stage and adulthood, suggesting persistent prenatal epigenetic changes. Moreover, maternal exposure to glucocorticoids has similar effects on fetal lung ILC2s and contributes to allergen-induced lung inflammation during adulthood. Thus, asthma during pregnancy may have long-term effects on lung ILC2s in the offspring from the embryonic period, contributing to an increased risk of developing asthma.

## Abstract (web summary)

Mothers with asthma may have offspring with a propensity to develop asthma. Here using mouse models, the authors show that maternal asthma is associated with glucocorticoid associated gene changes in foetal offspring ILC2 along with persistent epigenetic changes in these cells potentially contributing to increase of asthma in offspring.

## Introduction

Asthma is a major health burden, affecting over 260 million people worldwide^1^. The number of patients is increasing worldwide^2^, and there remains an unmet need regarding the elucidation of the mechanisms of pathogenesis and prevention of the disease^3^. The risk of developing asthma is present early in life. Epidemiological data have linked prenatal environmental factors, including smoking, stress, and maternal asthma, to a higher risk of asthma in children^4–12^. Among these factors, asthma is a common condition affecting ~17% of pregnant women^13^, with one-third of them experiencing a worsening of symptoms^14^. Clinical and experimental evidence suggests that asthma during pregnancy increases the incidence of asthma in the offspring^11,12,15,16^. The effects of asthma during pregnancy on the offspring are partly responsible for the *in-utero* effects on the fetus. This is supported by the fact that maternal asthma is associated with a greater risk of developing asthma in the offspring than paternal asthma^17^, and that asthma control during pregnancy reduces the risk of asthma in the offspring^18^. Previous studies have suggested that this could be attributed to potential mechanisms, including maternal programming regulating the offspring’s lung immune function^19,20^, and the involvement of epigenetic mechanisms^21^. However, how asthma during pregnancy specifically affects the fetus and how the effects are related to the development of asthma in the offspring are not fully understood.

Previous studies have suggested that the child does not need to acquire the same antigen-specific mechanism as the mother in the intergenerational transmission of asthma^15,22^ suggesting the involvement of innate immune mechanisms. While the critical contribution of T helper 2 (Th2) cells, which represent adaptive immunity, in allergic inflammation, including asthma, is well established^23^, the important role of Group 2 innate lymphoid cells (ILC2s), which lack antigen receptors, has also been increasingly emphasized in recent years^24^. ILC2s respond antigen-nonspecifically to epithelial cell-derived cytokines, including interleukin (IL)-33, IL-25, and thymic stromal lymphopoietin (TSLP), and produce key cytokines such as IL-5 and IL-13, which play crucial roles in type 2 inflammation^25–29^. In addition to these aspects of the early response to allergic inflammation, ILC2s also exhibit memory-like properties in response to stimuli^30,31^. This property, which can be described as a kind of “trained immunity,” involves epigenetic changes^31^. ILC2s have also been reported to enhance Th2 cell-mediated adaptive type 2 inflammation^32^, and may also play an important role in the persistence of chronic allergic inflammation.

Parabiosis experiments have shown tissue ILC2s to be tissue-resident immune cells with minimal replacement by circulating cells at a steady state^33–35^. In addition, fate mapping experiments have shown that lung ILC2s represent a heterogeneous population with three origins – embryonic, neonatal, and adult. In mouse models of *Nippostrongylus brasiliensis* infection, it is not the ILC2s supplied during infection that expand in the lungs but rather the pre-existing ILC2 pools^35^. This suggests that prenatal lung ILC2s may, at least in part, influence the phenotype of pulmonary ILC2s in postnatal individuals.

In this study, we investigate the effects of maternal asthma on the offspring’s lungs during fetal and adult life. Our results show that the impact of maternal asthma on fetal lung ILC2s during pregnancy is maintained for a long term, leading to increased lung ILC2 reactivity and allergen-induced lung inflammation in adulthood. Adult offspring of asthmatic mothers show increased pulmonary ILC2 function and an altered phenotype from the embryonic stage. ILC2s in the fetal and adult lungs of offspring of asthmatic mothers show partial overlap of accessible chromatin regions altered by maternal asthma, suggesting the persistence of prenatal epigenetic changes. Our findings suggest that asthma during pregnancy has a long-term effect on lung ILC2s in the offspring from the embryonic period, contributing to an increased risk of developing asthma.

## Results

### Adult offspring of asthmatic mothers exhibit increased allergen-induced lung inflammation independent of maternal antigens

Several mouse models have been proposed in which asthma during pregnancy worsens allergen-induced lung inflammation in the offspring. However, there are conflicting reports as to whether antigen identity between mother and offspring is necessary^15,16,19,20,22^. It has also been reported that the same antigen in the mother and child can reduce asthma^36,37^. To assess the antigen-non-specific effects of asthma during pregnancy on the offspring, we induced asthma in the mothers with ovalbumin (OVA) and then modeled mild asthma in the adult offspring with mite antigen and compared them with adult offspring of non-asthmatic mothers (Fig. 1a). Adult offspring of OVA-asthmatic mothers had increased lung eosinophil and ILC2 counts in response to mite antigens compared to adult offspring of control mothers (Fig. 1b). To observe whether these changes reflected a functional disease state, we performed airway hyperresponsiveness testing. The results revealed increased airway reactivity to acetylcholine in adult offspring of asthmatic mothers (Fig. 1c, d, Supplementary Fig. 1a and Supplementary Data 1). We further confirmed the increased tissue inflammation by hematoxylin-eosin (H&E) staining of lung sections (Fig. 1e). Upon investigating epithelial-derived cytokines, we found that IL-33 levels were higher in the lungs of adult offspring from asthmatic mothers during mite antigen exposure (Supplementary Fig. 1b). These suggest that there is a mother-to-child antigen non-specific pathway of allergen-induced lung inflammation in adult offspring of mothers who developed asthma during pregnancy.

**Fig. 1:**
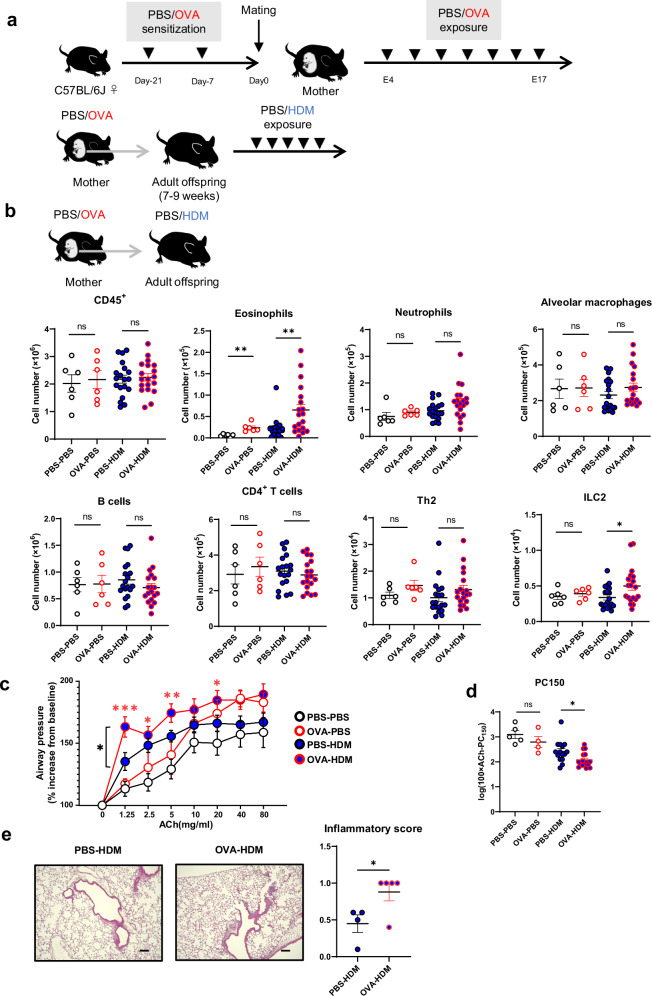
Maternal asthma worsens offspring lung inflammation in an antigen-non-specific manner. **a** Model of chronic maternal asthma during pregnancy: Female mice were sensitized twice with vehicle (PBS) or ovalbumin (OVA), then mated and treated intranasally with PBS or OVA intermittently from day 4 to day 17 of gestation. The adult offspring were intranasally treated with PBS or house dust mite (HDM) for 5 consecutive days at 7–9 weeks of age and subsequently analyzed. **b** Changes in the number of immune cells in the lungs of adult offspring of asthmatic or control mothers. **c** Assessment of acetylcholine-induced airway hyperresponsiveness in adult offspring of asthmatic or control mothers. **d** The log of the dose of acetylcholine required for a 150% increase in airway pressure over the baseline (log PC150 in mg/mL) was calculated for each mouse. **e** H&E staining of lung tissues (bar, 100 µm) and Inflammation scores. In (**b**–**e**), data were pooled from three independent experiments (**b**), each experiment with one or two pregnant dams, or four independent experiments (**c**, **d**), each experiment with two pregnant dams. In (**e**), data were from one experiment, with two or three pregnant dams per group. Sample sizes were as follows: **b** PBS-PBS: *n* = 6, OVA-PBS: *n* = 6, PBS-HDM: *n* = 19, OVA-HDM: *n* = 19; **c**, **d** PBS-PBS: *n* = 5, OVA-PBS: *n* = 4, PBS-HDM: *n* = 15, OVA-HDM: *n* = 16; **e** PBS-HDM: *n* = 4, OVA-HDM: *n* = 5. In (**b**, **d**, **e**), each dot represents an individual mouse. In (**b**–**e**), data are presented as the mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant [unpaired two-tailed Student’s *t*-test in (**b**, **d**, **e**) and two-way ANOVA followed by Tukey’s test in (**c**)].

### Lung ILC2s from adult offspring of asthmatic mothers shows increased reactivity

Adult offspring of asthmatic mothers were associated with a significant and selective increase in the numbers of eosinophils and ILC2s in the lungs compared to those of control mothers (Fig. 1b), as well as an increased number of activated ILC2s that secreted cytokines such as IL-5 and IL-13 (Fig. 2a). To confirm whether similar changes in ILC2s are also observed in asthma models with Th2-driven immunity, we conducted experiments in which adult offspring were sensitized and exposed to mite antigen (Supplementary Fig. 2a). The data revealed a trend toward increased eosinophil numbers in the lungs of adult offspring from asthmatic mothers. Additionally, the number of ILC2s in the lungs was significantly elevated, along with an increase in cytokine-producing ILC2s. In contrast, while Th2 cells and cytokine-producing Th2 cells in the lungs showed an upward trend, these changes were not statistically significant. These results suggest that even with the sensitization and exposure protocol to mite antigen, ILC2s may be robustly activated in the lungs of adult offspring from asthmatic mothers. To assess whether this increase in the number and activation of lung ILC2s was a cell-autonomous function of the ILC2s themselves or whether it resulted from a change in the response of the lung tissue environment during mite antigen exposure, we sorted adult lung ILC2s from adult offspring of asthmatic or control mothers and cultured them in the presence of IL-33 to assess their reactivity (Fig. 2b). When ILC2s sorted from lungs of adult offspring of asthmatic mothers or controls not exposed to mite antigens were compared in culture, the levels of IL-5 and IL-13 were more elevated in the culture supernatants of lung ILC2s from adult offspring of asthmatic mothers (Fig. 2b). Flow cytometry showed no significant changes in the numbers of lung ILC2s, the proportion of IL-5^+^ IL-13^+^ ILC2s, or the median fluorescence intensity (MFI) values for IL-5 and IL-13 in adult offspring from asthmatic mothers, although a slight increase was observed (Supplementary Fig. 2b–d). To further confirm the altered responsiveness of lung ILC2s, lung ILC2s from adult offspring of asthmatic or control mothers was adoptively transferred into ILC2-deficient *Il7r*^(-/-)^ mice that had previously received CD4 and CD8A neutralizing antibodies. These recipient mice were subsequently treated intranasally with IL-33 (Fig. 2c). The number of lung ILC2s in recipients did not change in both groups (Supplementary Fig. 2e). In contrast, the numbers of IL-5^+^ IL-13^+^ ILC2s and eosinophils increased in recipient mice with adult offspring of asthmatic mother-derived lung ILC2s, indicating an enhanced response to IL-33 stimulation (Fig. 2c). These results support the idea that lung ILC2s are overactive in adult offspring of asthmatic mothers.

**Fig. 2:**
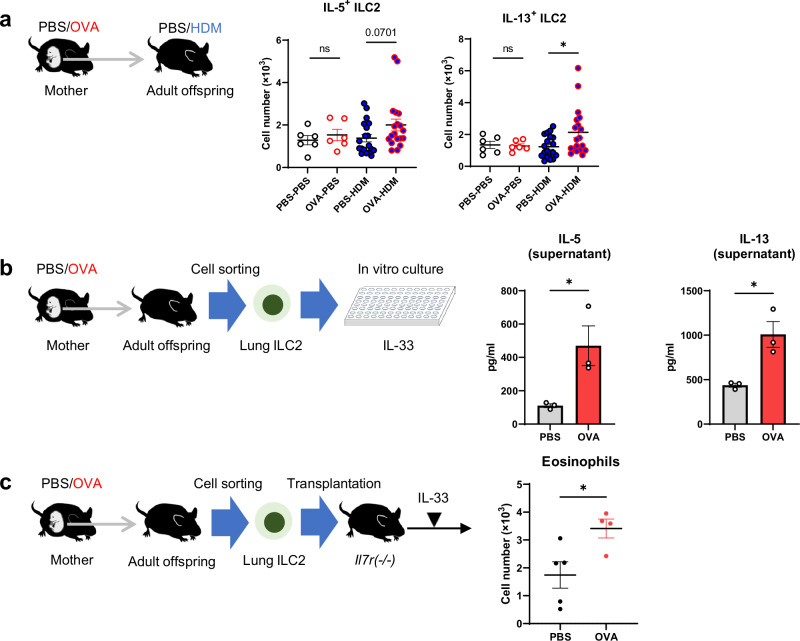
Maternal asthma enhances lung ILC2s in adult offspring. **a** Changes in the number of cytokine-producing ILC2s in the lungs of adult offspring of asthmatic or control mothers. ILC2s were stimulated with PMA/ionomycin for 4 h, and cytokine production was evaluated using intracellular staining. **b** Lung ILC2s were sorted from adult offspring of asthmatic or control mothers and cultured in the presence of IL-33 for 3 days. IL-5 and IL-13 levels in the culture supernatants of sorted lung ILC2s were measured by ELISA. **c** Lung ILC2s were sorted from adult offspring of asthmatic or control mothers and transplanted intravenously to *Il7r*-deficient mice. One day after transplantation, IL-33 was administered intranasally to recipient mice. Flow cytometric analysis of the lungs of recipient mice transplanted with sorted lung ILC2s. In (**a**–**c**), data were pooled from three independent experiments (**a**), each experiment with one or two pregnant dams, or representative of two independent experiments (**b**), each experiment with one pregnant dam per group, or pooled from two independent experiments (**c**) with one pregnant dam per group. Sample sizes were as follows: **a** PBS-PBS: *n* = 6, OVA-PBS: *n* = 6, PBS-HDM: *n* = 19, OVA-HDM: *n* = 19; **b** PBS: *n* = 3, OVA: *n* = 3; **c** PBS: *n* = 5, OVA: *n* = 4. In (**a**, **c**), each dot represents an individual mouse. In (**b**), each dot represents an individual well from an in vitro experiment, with cells sorted and pooled from PBS (*n* = 4) and OVA (*n* = 4) groups of mice. In (**a**–**c**), data are presented as the mean ± SEM. *p < 0.05; ns, not significant [unpaired two-tailed Student’s *t*-test].

### Transient removal of fetal lung ILC2s in asthmatic mothers alleviates eosinophilic pneumonia in adult offspring

Immune cells in the fetal lung are predominantly embryonic macrophages^38,39^, but ILC2s are already present, and some fetal lung ILC2s persist; this ILC2 number is maintained in the adult lung^35^. We investigated the possibility that changes in the embryonic lung environment may contribute to worsened allergen-induced lung inflammation in adult offspring. Analysis of the fetal lungs at 18 days of gestation showed increased eosinophil and ILC2 counts in the fetal lungs of OVA-asthmatic mothers, as well as a trend toward increased IL-5^+^ ILC2 and IL-13^+^ ILC2 counts (Fig. 3a). This suggests that asthma during pregnancy leads to changes in the immunological environment, including alterations in ILC2s, in the fetal lung.

**Fig. 3:**
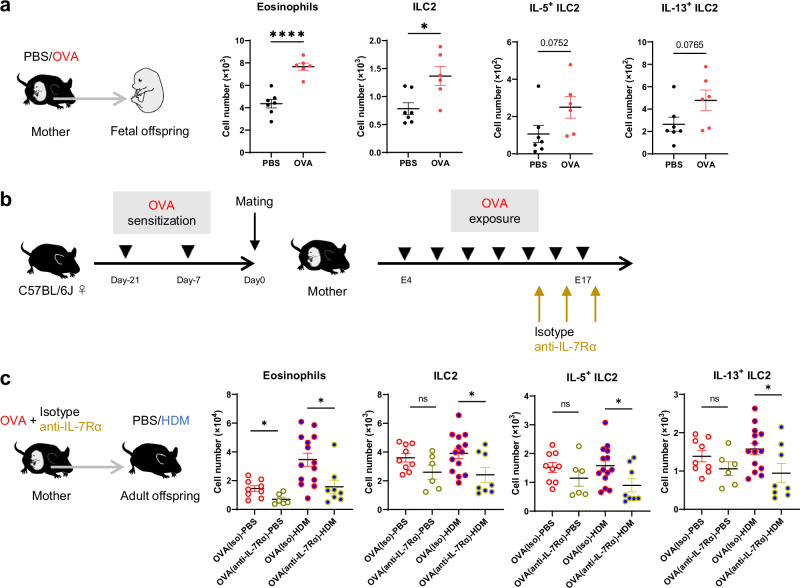
Pulmonary immune changes in embryonic life affect adult allergic responses. **a** Flow cytometric analysis of fetal lungs from asthmatic or control mothers (day 18 of fetal life); ILC2s were stimulated with PMA/ionomycin for 4 h, and cytokine production was assessed by intracellular staining. **b** Model of maternal anti-IL-7Rα treatment in late pregnancy. Female mice developed asthma during pregnancy (Fig. 1a) and were treated intravenously with isotype or anti-IL-7Rα antibodies on days 14, 16, and 18 of gestation. **c** Adult offspring of antibody-treated asthmatic mothers received PBS or HDM intranasally (Fig. 1a). Changes in eosinophil and ILC2 cell numbers in the lungs of adult offspring; ILC2s were stimulated with PMA/ionomycin for 4 h, and cytokine production was assessed by intracellular staining. In (**a**, **c**), data are representative of two independent experiments [(**a**), intracellular staining was evaluated once], each experiment with one pregnant dam per group, or pooled from two independent experiments, each experiment with one or two pregnant dams. Sample sizes were as follows: **a** PBS: *n* = 7, OVA: *n* = 6; **c** OVA(Iso)-PBS: *n* = 9, OVA(anti-IL-7Rα)-PBS: *n* = 6, OVA(Iso)-HDM: *n* = 14, OVA(anti-IL-7Rα)-HDM: *n* = 8. In (**a**, **c**), each dot represents an individual mouse. In (**a**, **c**), data are presented as the mean ± SEM. *p  < 0.05; ****p < 0.0001; ns, not significant [unpaired two-tailed Student’s *t*-test].

We then investigated whether removing fetal lung ILC2s, once affected by asthma during pregnancy, could ameliorate the excessive lung ILC2 response in adulthood. Maternal administration of anti-IL-7Rα antibodies during late pregnancy results in a decrease in lung ILC2 numbers in the neonatal period but recovery by 9 weeks of age^35^. Therefore, isotype or anti-IL-7Rα antibodies were administered late in pregnancy to mothers with asthma to transiently remove fetal lung ILC2s (Fig. 3b). We confirmed the asthma in the OVA/Alum model mice was not alleviated by the anti-IL-7Rα treatment from another experiment using non-pregnant female mice (Supplementary Fig. 3a). In addition, we observed that the administration of anti-IL-7Rα to asthmatic mothers leads to a significant decrease in ILC2 numbers in their offspring at the age of 1 week, as previously reported (Supplementary Fig. 3b). When the response to mite antigen was assessed in adult offspring of asthmatic mothers treated with anti-IL-7Rα antibodies, eosinophil and ILC2 counts and cytokine-producing ILC2 counts were reduced compared with that in adult offspring of asthmatic mothers treated with the isotype control (Fig. 3c). IL-7 signaling affects T and B cell development and homeostasis^40^, but at least in the lungs of adult offspring, B cells, CD4^+^ T cells, and Th2 were not reduced (Supplementary Fig. 3c). These suggest that removing fetal lung ILC2s from asthmatic mothers and resetting the effects of the embryonic period alleviates the enhanced ILC2 response and eosinophilic lung inflammation in adult offspring. Collectively, the results suggest that changes in the lung environment during the embryonic period may contribute to the enhanced lung ILC2 response and allergen-induced lung inflammation in adult offspring via changes in fetal lung ILC2s.

### Asthma during pregnancy alters the phenotype of ILC2s in the fetal lung

Next, to further investigate the immunological changes, mainly, the alterations of ILC2s, in the fetal lung, ILC2s (CD45^+^, Lin^-^, ST2^+^), immune cells (CD45^+^), and epithelial cells (EpCAM^+^) were sorted from the fetal lung, and single nucleus RNA sequencing (snRNA-seq) analysis was performed (Fig. 4a). Uniform manifold approximation and projection (UMAP) revealed the presence of a variety of cells. We also detected fetal lung ILC2s (Fig. 4b). A volcano plot overview of genes with relatively large fold changes in fetal lung cells from OVA-asthmatic mothers indicated a trend of more upregulated genes in ILC2s than in other immune cells (macrophages) and epithelial cells (type 2 alveolar epithelial cells; AT2) (Supplementary Fig. 4a and Supplementary Data 2). Looking more closely at fetal lung ILC2s, the distribution of UMAP differed between fetal lung ILC2s from OVA-asthmatic and control mothers (Fig. 4c), and many genes were upregulated in fetal lung ILC2s from OVA-asthmatic mothers, with genes involved in activation and those related to glucocorticoid signaling (Fig. 4d, e)^41–43^. Regarding the ILC2s in the two groups, *Il1rl1*, *Gata3*, and *Nr3c1*, which were upregulated in ILC2s from asthmatic mothers, showed similar changes in protein expression levels, as assessed by flow cytometry (Fig. 4f, g).

**Fig. 4:**
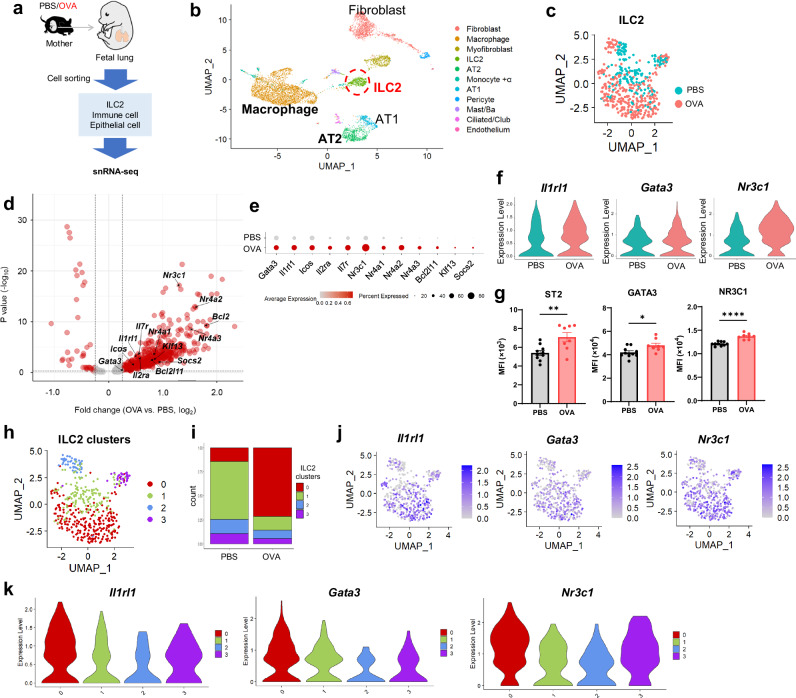
Fetal lung ILC2s from asthmatic mothers exhibit distinct gene expression compared to the controls. **a** Experimental design of snRNA-seq in ILC2s, immune cells, and epithelial cells sorted from fetal lungs of asthmatic or control mothers. **b** Uniform manifold approximation and projection (UMAP) visualization of snRNA-seq data from all samples. **c** UMAP of fetal lung ILC2s divided into groups. **d** Volcano plot showing differences in fetal lung ILC2s between the groups. Differentially expressed genes between OVA and PBS were identified using the FindMarkers function from the Seurat package. The Mann-Whitney U test (two-sided) was used to determine statistical significance, with Benjamini-Hochberg correction applied for multiple comparisons. **e** Dot plot of representative genes differentially expressed between the groups. Violin plots showing representative cell surface markers and transcription factors differentially expressed between groups (**f**) and MFI in respective flow cytometry (**g**). **h** UMAP depicting subclusters of ILC2s in the fetal lung. **i** Percentage of ILC2 subclusters compared between groups. Relative expression of *Il1rl1*, *Gata3*, and *Nr3c1* in ILC2s (**j**), and a violin plot displaying expression patterns among ILC2 subclusters (**k**). In (**a**–**k**), data were derived from one experiment [(**a**–**f**), and (**h**–**k**)] with one pregnant dam per group, or two independent experiments (**g**), each experiment with one pregnant dam per group. Sample sizes were as follows: **g** PBS: *n* = 10, OVA: *n* = 8. In (**g**), each dot represents an individual mouse. In (**g**), data are presented as the mean ± SEM. *p < 0.05; **p < 0.01; ****p < 0.0001; ns, not significant [unpaired two-tailed Student’s *t*-test in (**a**, **h**)].

Sub-clustering of fetal lung ILC2s resulted in four clusters (Groups 0–3) (Fig. 4h). There was an increased proportion of Group 0 ILC2s in the lungs of fetuses from asthmatic mothers (Fig. 4i), and this cluster tended to be high in genes related to activation markers such as *Il1rl1* and *Gata3*, and genes related to glucocorticoid signaling such as *Nr3c1* (Fig. 4j, k and Supplementary Fig. 4b, c). In addition, scoring with a known gene set for fetal lung ILC2s in the two groups showed increased scores for activation, proliferation, and glucocorticoid signaling in the OVA-asthmatic maternal origin (Supplementary Fig. 4d and Supplementary Data 3)^44,45^. *Nr3c1*, which encodes the glucocorticoid receptor (GR), was most highly expressed in ILC2s, among all the cell types examined in the single-cell analysis of the embryonic lung (Supplementary Fig. 4e). Flow cytometric analysis showed higher levels of NR3C1 protein expression in ILC2s than in non-immune or lineage-positive cells (Supplementary Fig. 4f). Furthermore, the greatest change was seen in ILC2s upon the comparison of fetal cells from asthmatic and control mothers (Supplementary Fig. 4g). Thus, asthma during pregnancy upregulates genes related to activation and glucocorticoid signaling in the fetal lung ILC2s.

In addition to these findings in ILC2s, we also observed distinct gene expression changes in other cell types, including macrophages and AT2, in the fetal lung. The data showed that in macrophages, there is an upregulation of genes associated with positive regulation of cell migration and leukocyte differentiation in the fetal lung from asthmatic mothers (Supplementary Fig. 4h). In AT2, we observed an increase in gene expression associated with adherens junction and in utero embryonic development in the fetal lung from asthmatic mothers (Supplementary Fig. 4i). These findings suggest that maternal asthma during the embryonic period affects not only the changes in ILC2s, but also the differentiation and maturation of other immune cells, such as macrophages, and the development of epithelial cells, which are structural elements of the lung.

### Maternal asthma induces epigenetic changes in lung ILC2s in fetuses and adult offspring

To assess whether maternal asthma induces long-term effects on ILC2 responses in the offspring, epigenetic changes in the lung centered on ILC2s were analyzed during fetal and adult life. ILC2s (CD45^+^, Lin^-^, ST2^+^), immune cells (CD45^+^), epithelial cells (EpCAM^+^), and fibroblasts (EpCAM^-^, CD31^-^, PDGFRβ^+^) were sorted from the lungs of offspring of OVA-asthmatic and control mothers at both fetal and adult stages, followed by single-cell assay for transposase-accessible chromatin by sequencing (scATAC-seq) analysis to assess chromatin accessibility (Fig. 5a). UMAP revealed the presence of a variety of cells and identified the target lung ILC2s (Fig. 5b). When the chromatin regions that were more open in the offspring of asthmatic mothers compared to the offspring of control mothers were assessed during fetal and adult life, the proportion of genomic region types was similar (Supplementary Fig. 5a), and the chromatin regions that were more open in the lung ILC2s of asthmatic mothers were partially shared between fetal and adult offspring (Fig. 5c). Analysis of the enriched regions in fetal lung ILC2s from asthmatic mothers showed the enrichment of a group of genes involved in cell development (Supplementary Fig. 5b). Furthermore, a group of genes involved in cell migration and MAPK signaling pathway were enriched in adult offspring lung ILC2s from asthmatic mothers (Supplementary Fig. 5c). The open chromatin regions shared between the fetus and adult offspring showed enrichment of a set of genes involved in the MAPK signaling pathway (Fig. 5d). The MAPK signaling activated through GATA3 phosphorylation is an important pathway in ILC2s (Fig. 5e)^46,47^. In lung ILC2s from adult offspring of asthmatic mothers, peak changes were observed in *Mapkap3* and *Map2k3*, genes involved in MAPK signaling, and *Gata3*, a master transcription factor, some of which were shared with changes in fetal lung ILC2s (Fig. 5f and Supplementary Fig. 5d). These regions overlapped with the peak in ChIP-seq of H3K4me3 for adult lung ILC2s, suggesting that they are involved in transcriptional activity. 

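H3K4me3, a histone mark found at transcript starts, was profiled in lung ILC2s by CATCH-seq, a native ChIP-seq for small cell numbers in which chromatin is cut with micrococcal nuclease (MNase). Each library came from about 3000 ILC2s of 8-week-old offspring. There was 1 library from offspring of PBS-treated control mothers and 1 from offspring of OVA-treated asthmatic mothers, so no value has a replicate. The authors trimmed the paired reads, aligned them to GRCm38 with Bowtie 2 and removed duplicates. They deposited a list of peaks for each library, called separately, with a fold over the caller's background, a −log10 p and a −log10 q for each peak. These values are the authors' and were compared only within each list. The caller's background was solved from them and set beside that of the other list. The list of offspring of control mothers held 42126 peaks with a median width of 315 bp, covering 16.2 Mb. The list of offspring of asthmatic mothers held 51610 peaks with a median width of 249 bp, covering 15.4 Mb. A peak of the other list was overlapped by 71.8% of the peaks of offspring of control mothers (exact Clopper-Pearson 95% interval 71.4 to 72.3%) and by 60.9% of those of offspring of asthmatic mothers (60.5 to 61.3%). With the peaks moved along their chromosomes at random, the mean shares were 1.25% and 1.03%. Of the shared peaks of offspring of control mothers, 29.5% lay within 1000 bp of a protein-coding transcript start. Among the others, 94.7% had an exact copy elsewhere in the genome of the 75 bases around the summit. The moved peaks did not keep to such repeats, so their low shares do not show that the mark itself was shared. Among the 10000 peaks with the highest −log10 p of each list, the shared parts were 40.0% and 40.4%. Intervals cover counting error only.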

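Transcript starts were taken from the GENCODE annotation of GRCm38, and a peak within 1000 bp was counted. Of 22028 protein-coding genes, 11206 (50.9%, 95% interval 50.2 to 51.5%) had a peak at a start in offspring of control mothers and 9227 (41.9%, 41.2 to 42.5%) in offspring of asthmatic mothers. With the 10000 peaks of highest −log10 p alone, the shares were 32.2% and 9.32%. Fig. 5f and Supplementary Fig. 5d box 4 places, which are the upstream start of Gata3 on chromosome 2, the start and an internal exon of Mapkapk3 on chromosome 9, and the start of Map2k3 on chromosome 11. The scATAC-seq regions themselves were not analysed here. In the list of offspring of control mothers, all 4 places had a peak within 1000 bp. In the list of offspring of asthmatic mothers, 2 of the 4 had a peak, the starts of Mapkapk3 and Map2k3. With a −log10 q of at least 5, these counts were 4 and 1. With a distance of 500 bp, both lists had a peak at 2 places. None of the 4 places held a peak among the 10000 with the highest −log10 p of either list. From the overlap of these regions with the H3K4me3 peak, the paper proposes that they are involved in transcriptional activity.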

Based on the results of the scATAC-seq, we investigated the activation of the MAPK pathway. In adult offspring from asthmatic mothers, we observed increased phosphorylation of p38 in lung ILC2s at baseline. Furthermore, after in vivo stimulation with IL-33, the phosphorylation of p38 was significantly increased compared to controls (Supplementary Fig. 5e). In addition, GR-binding sites were identified in regions of increased accessibility with *Gata3*, the master transcription factor for ILC2s (Fig. 5f). The function of this binding site for *Gata3* is not clear. However, it has been reported that CD4^+^ T cells in *Nr3c1*^(-/-)^ have a reduced capacity to produce type 2 cytokines^41^, and that glucocorticoid exposure can enhance ILC2 function^48^, suggesting that glucocorticoid signaling via GR may be involved in regulating gene expression in *Gata3* to activate ILC2s. To validate the function of GR in ILC2s, we analyzed mice deficient in GR in ILC2s (*Nr3c1*^fl/fl^ *Il7r*^cre/+^). GATA3 expression was impaired in lung ILC2s of these mice, indicating that GR regulation is indeed important for GATA3 expression (Fig. 5g). These suggest that maternal asthma can have long-lasting effects on fetal lung ILC2s, leading to epigenetic changes in adult offspring. Additionally, glucocorticoid signaling may play a role in this process. In addition, to verify whether the changes in ILC2 in the offspring of asthmatic mothers are specific to the Alum-induced asthma model, we induced asthma in the mothers using *Alternaria*, a model of asthma caused by mucosal sensitization (Supplementary Fig. 6a). Fetuses of *Alternaria* asthmatic mothers showed increased proportions of eosinophils and ILC2s in the lung compared to controls, exhibiting changes similar to those observed in the OVA asthma model (Supplementary Fig. 6b). NR3C1 levels were significantly elevated in fetal lung ILC2s, and a slightly higher GATA3 expression was also observed (Supplementary Fig. 6b). We further sorted these fetal lung ILC2s for bulk ATAC-seq analysis and found an increased open chromatin region at the *Gata3* gene locus in fetal lung ILC2s from *Alternaria* asthmatic mothers (Supplementary Fig. 6c). Additionally, we observed an increase in the numbers of lung eosinophils and the proportion of cytokine-producing ILC2s in adult offspring of *Alternaria* asthmatic mothers after intranasal administration of mite antigen (Supplementary Fig. 6d). These results suggest that maternal asthma has a similar effect on offspring, even in different models of maternal asthma.

**Fig. 5:**
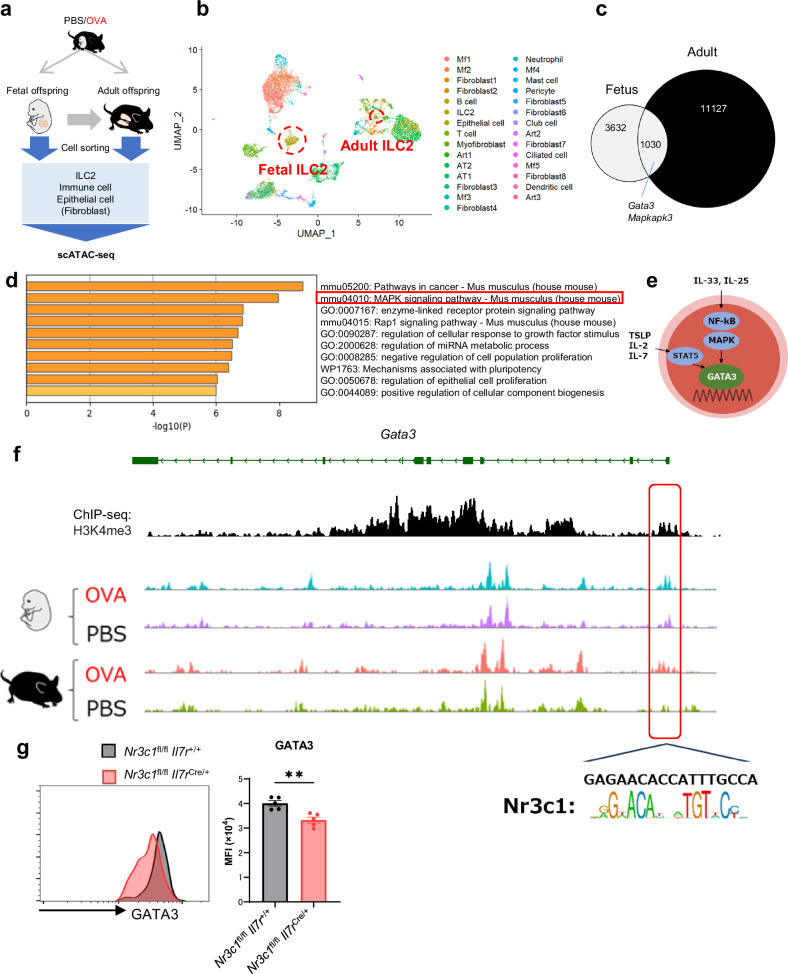
Epigenetic changes in lung ILC2s of asthmatic mothers’ offspring overlap from embryonic to adult stages. **a** Experimental design for scATAC-seq. ILC2s, immune cells, and epithelial cells were sorted from fetal lungs of asthmatic or control mothers, and ILC2s, immune cells, epithelial cells, and fibroblasts were sorted from adult offspring lungs of asthmatic or control mothers. **b** UMAP visualization of scATAC-seq data from all samples. **c** Number of differentially accessible peaks and overlapping regions in lung ILC2s of fetal and adult offspring of asthmatic mothers (pct > 0.05, log2FC < 0.1, *p* < 0.5). Differentially accessible peaks between OVA and PBS were identified using the FindMarkers function from the Signac package with logistic regression (LR) as the statistical test. The Mann-Whitney U test (two-sided) was used for significance testing, and Benjamini-Hochberg correction was applied for multiple comparisons. **d** Enrichment analysis of genes associated with overlapping regions that were more open in lung ILC2s of fetal and adult offspring from asthmatic mothers (top 10 positions shown). Gene set enrichment analysis was performed using Metascape. Statistical significance was determined using the Fisher’s exact test (two-sided), and Benjamini-Hochberg correction was applied for multiple comparisons. **e** Simplified diagram showing intracellular signaling of ILC2s. **f** scATAC-seq and ChIP-seq results in lung ILC2s of offspring from asthmatic or control mothers in the *Gata3* locus. **g** GATA3 expression levels in lung ILC2s of *Nr3c1*^fl/fl^ *Il7r*^+/+^ mice and *Nr3c1*^fl/fl^ *Il7r*^cre/+^ mice, shown as MFI bar graphs and histograms. In (**a**–**f**), data were derived from one experiment with one pregnant dam per group. In (**g**), data were from one experiment, with each dot representing an individual mouse. Sample sizes were as follows: **g** *Nr3c1*^fl/fl^ *Il7r*^+/+^: *n* = 5, *Nr3c1*^fl/fl^ *Il7r*^cre/+^: *n* = 5. In (**g**), data are presented as the mean ± SEM. **p < 0.01 [unpaired two-tailed Student’s *t*-test in (**g**)].

### Effects of glucocorticoid exposure during pregnancy on lung ILC2s in offspring are similar to those observed during maternal asthma

As asthma during pregnancy alters the ILC2 phenotype of the fetal lung, we explored potential mechanisms acting *in utero*. GR, encoded by *Nr3c1*, binds glucocorticoids and regulates gene expression^49^. Given the enhancement of glucocorticoid signaling and increase in *Nr3c1* gene expression in the fetal lung ILC2s of OVA-asthmatic mothers, we investigated glucocorticoid levels in serum and amniotic fluid. The level of corticosterone, a glucocorticoid and stress hormone, was elevated in fetal amniotic fluid and fetal serum from OVA-asthmatic mothers at 16 days of gestation (Fig. 6a), and a similar trend was observed in maternal serum (Supplementary Fig. 7a). Serum corticosterone levels increase during pregnancy^50^, and OVA-asthmatic mothers tended to have even higher serum corticosterone levels than control mothers, especially from around 12 days of gestation (Supplementary Fig. 7b). As glucocorticoid exposure during pregnancy has been reported to lead to increased allergen-induced lung inflammation in the offspring^51,52^, we used a model mimicking maternal stress using a synthetic glucocorticoid dexamethasone (DEX). DEX was administered orally to pregnant mice from 12 days of gestation, and the effects on the lungs of the offspring were examined (Fig. 6b). Eosinophil numbers were elevated in the fetal lungs of DEX-treated mothers (Fig. 6c), similar to those of asthmatic mothers, suggesting an altered immune environment in the fetal lungs due to DEX. Single-cell analysis was then performed to assess the changes in fetal lung ILC2s derived from DEX-treated mothers (Fig. 6d). Fetal lung ILC2s from DEX-treated mothers showed a different distribution of UMAPs compared with that for the control mothers, with increased expression levels of the master transcription factor *Gata3* and glucocorticoid receptor *Nr3c1*; similar changes were also observed in the protein expression levels (Fig. 6d–f). We created a gene set that was elevated in fetal lung ILC2s from DEX-treated mothers (Supplementary Data 3). Scoring the fetal lung ILC2s in an asthmatic mother model based on this gene set showed higher scores in fetal lung ILC2s from asthmatic mothers (Fig. 6g). Finally, when we assessed changes in adult offspring in the DEX-treated maternal model, we found increased severity of mite antigen-induced eosinophilic pneumonia in adult offspring from DEX-treated mothers, with increased lung ILC2 numbers and reactivity (Fig. 6h). These suggest that changes in pulmonary ILC2s in offspring due to chronic glucocorticoid elevation during pregnancy overlap with changes in lung ILC2s in offspring from asthma models and contribute to allergen-induced lung inflammation in adult offspring. To further investigate the synergistic effect of allergen exposure and corticosteroid treatment during pregnancy, we conducted an experiment where both were applied to the maternal model. We induced chronic asthma in pregnant mice and concurrently administered oral DEX from E12 onwards (Supplementary Fig. 7c). The data showed that there were no significant differences in lung eosinophil numbers between the adult offspring from mothers in the DEX combination group and those in the allergen-only group (Supplementary Fig. 7d). While there were no major changes in cytokine-producing ILC2s, there was a tendency for an increased number of ILC2s in the adult offspring of mothers receiving DEX (Supplementary Fig. 7d). Additionally, in another experiment using non-pregnant mice to assess the effects of DEX on our OVA/Alum asthma model, we found no significant differences in eosinophilic inflammation in the lungs between the two groups (Supplementary Fig. 7e). These results suggest that, within the context of our experimental model, DEX treatment did not alleviate lung inflammation in the mothers, which likely reflects the lack of changes in eosinophil numbers in their adult offspring. However, we observed a trend towards an increase in lung ILC2 numbers in the offspring of mothers treated with DEX, suggesting that systemic administration of steroids to asthmatic mothers may synergistically influence lung ILC2s in their adult offspring alongside the effects of asthma itself.

**Fig. 6:**
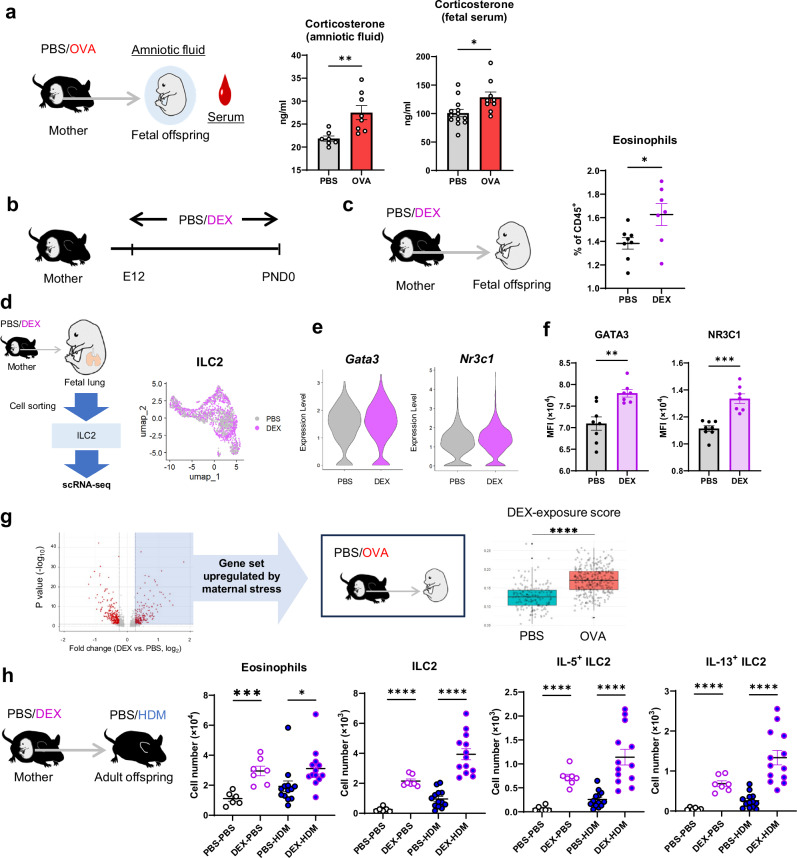
Glucocorticoid signaling contributes to asthma susceptibility transmission. **a** Concentrations of corticosterone in amniotic fluid and serum of fetuses from asthmatic or control mothers. **b** Model of chronic glucocorticoid treatment during pregnancy. Female mice were treated orally with water containing PBS or dexamethasone (DEX) from day 12 of gestation until the end of pregnancy. **c** Percentage of eosinophils in the lungs of fetuses from DEX or control mothers (day 18 of gestation). **d** Left: Experimental design of scRNA-seq in ILC2s sorted from fetal lungs derived from DEX or control mothers. Right: UMAP of fetal lung ILC2s divided from the different groups. Violin plots showing representative transcription factors differentially expressed between groups (**e**) and bar plots of their respective MFI by flow cytometry (**f**). **g** The volcano plot on the left shows expression changes in fetal lung ILC2s from DEX-treated and control mothers. The box plot on the right shows fetal lung ILC2s in the asthma model, scored using the set of genes that were upregulated in fetal lung ILC2s from DEX-treated mothers and compared between groups. **h** Changes in eosinophil and ILC2 counts in the lungs of adult offspring from DEX or control mothers; ILC2s were stimulated with PMA/ionomycin for 4 h, and cytokine production was assessed by intracellular staining. In (**a**–**h**), data are representative of two experiments [(**a**, **c**, **f**, **h**), fetal serum was pooled in (**a**)], each experiment with one to three pregnant dams per group, or one independent experiment [(**d**–**e**) and (**g**)] with one pregnant dam per group. Sample sizes were as follows: **a** Corticosterone (amniotic fluid): PBS: *n* = 7, OVA: *n* = 8; Corticosterone (fetal serum): PBS: *n* = 13, OVA: *n* = 9; **c**, **f** PBS: *n* = 8, DEX: *n* = 7; (h) PBS-PBS: *n* = 6, DEX-PBS: *n* = 7, PBS-HDM: *n* = 13, DEX-HDM: *n* = 13. In (**a**, **c**, **f**, **h**), each dot represents an individual mouse. In (**a**, **c**, **f**, **h**), data are presented as the mean ± SEM. For box plots in (**g**): Data are displayed as min to max, showing all points. The midline represents the median, the box indicates the interquartile range (IQR) between the 25th (Q1) and 75th (Q3) percentiles, and the whiskers extend to the minimum and maximum values within 1.5 times the IQR. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 [unpaired two-tailed Student’s *t*-test in (**a**, **c**, **f**, **h**), and two-tailed Wilcoxon rank sum test in (**g**)].

## Discussion

Our studies show that maternal asthma has long-term effects that alter fetal lung ILC2s and lead to increased lung ILC2 responsiveness in adults and that the mechanism involves epigenetic changes and glucocorticoid signaling.

First, our study showed that adult offspring of asthmatic mothers exhibit increased allergen-induced lung inflammation, independent of the maternal asthma antigens. As mentioned above, there are conflicting reports as to whether antigen identity between mother and offspring is necessary^15,16,19,20,22^. Though both adaptive and innate immunity can be involved in the intergenerational transmission of asthma, looking back at previous reports closely, in a model that included not only antigen sensitization during pregnancy but also antigen exposure in the airways, adult offspring of asthmatic mothers worsened asthma in an antigen-non-specific manner, regardless of whether the difference was significant^15,16,22^. This suggests that the mechanism of antigen-non-specific transmission of asthma susceptibility between mother and child requires a maternal burden, such as eosinophilic pneumonia.

We have shown that asthma during pregnancy enhances lung ILC2 responses in adult offspring, suggesting that the mechanism of transmission of asthma susceptibility involves immune cell programming under the influence of changes in the embryonic environment. Previous studies have reported that the adoptive transfer of splenic dendritic cells from the offspring of asthmatic mothers induces a more Th2 phenotype compared to controls^21^, supporting the possibility that maternal asthma may alter the nature of immune cells in the offspring. Although we focused on changes in ILC2s in the present study, further studies are needed to understand how these altered lung ILC2s engage in cross-talks with surrounding cells to worsen allergen-induced lung inflammation, as maternal asthma can also affect other immune cells, airway epithelial cells and peripheral nerves associated with the airways in the offspring^20,21,53^.

There are only a few studies on the effects of maternal asthma on fetal ILC2s. Further, there are reports of an association between phenotypic changes in cord blood ILC2s in asthmatic mothers and lung function in their children^54^. Although our study focused on changes in the fetal lung, the finding that ILC2 priming early in life can affect and activate lung ILC2s in individuals in the long term has been investigated mainly for lung ILC2s during the neonatal period. Neonatal lung ILC2s are activated by endogenous IL-33, the effects of which are related to adult lung ILC2 function^55^. Antimicrobial treatment during pregnancy has a long-term effect on increased allergic response in adulthood by causing epigenetic changes in neonatal pulmonary ILC2s via breastfeeding^56^. Given that adult lung ILC2s have three origins, embryonic, neonatal, and adult, it is not surprising that the long-term effects on lung ILC2s observed in the neonatal period can also be monitored for lung ILC2s in embryonic life. However, this study did not investigate the actual identification and functional elucidation of lung ILC2 subsets of embryonic origin in adult offspring.

In our study, snRNA-seq analysis of fetal lung ILC2 in asthmatic mothers showed increased gene expression associated with activation and glucocorticoid signaling. At the embryonic stage, lung ILC2s can receive IL-33 stimulation and activate and produce cytokines, at least in the presence of IL-7^57^. The increase in the expression of activation markers in ILC2s in the fetal lungs of asthmatic mothers is interesting from the point of view of “trained immunity,” as it is thought that they have experienced some kind of stimulus during embryonic development. However, further research is needed into the factors involved. On the other hand, it has been reported that ILC2 numbers are enhanced by glucocorticoid exposure^48^, suggesting that lung ILC2s may be primed at the embryonic stage by glucocorticoid signaling. The highest expression of glucocorticoid receptors in ILC2s compared to epithelial cells and other immune cells of the cell types studied, and the greatest change compared to controls, also supports that the effects of glucocorticoids are more accentuated in ILC2s.

Detailed scATAC-seq analysis of fetal and adult lung ILC2s in the offspring of asthmatic mothers showed that there was a partial overlap of differential accessibility sites between them, suggesting that the embryonic environment causes epigenetic changes in embryonic lung ILC2s, which are retained during development into adult lung ILC2s. We performed enrichment analysis on the differential accessibility sites regions shared between fetal and adult lung ILC2s in the offspring of asthmatic mothers, revealing an enrichment of gene sets associated with the MAPK signaling pathway. In ILC2s, the MAPK signaling pathway is involved in the intracellular signaling of activation in response to the stimulation of IL-33^33,46,47^. Previous reports have shown that epigenetic regulation of MAPK-related genes themselves is associated with activation of intracellular signaling^58^, suggesting that chromatin accessibility may be involved in GATA3 phosphorylation and increased cytokine production through similar changes in ILC2s. In our study, lung ILC2s from adult offspring of asthmatic mothers showed enhanced cytokine production in in-vitro culture in the presence of IL-33, suggesting that a signaling response pathway to IL-33 stimulation is involved in the enhancement of adult lung ILC2 function.

In addition, the *Gata3* locus, the master transcription factor of ILC2s, also contained a region of increased chromatin accessibility that was common to both fetal and adult lung ILC2s from asthmatic mothers. This open chromatin region was also detected as a peak in the ChIP-seq of H3K4me3 performed simultaneously with ILC2s, suggesting that it is involved in transcriptional activation of the gene. Furthermore, it is interesting to note that a GR motif is detected in this peak. 

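Gata3 (ENSMUSG00000015619.10) lies on the minus strand of chromosome 2 of GRCm38. Its longest annotated transcript runs from 9857078 to 9878600, while a protein-coding and a processed transcript start upstream, at 9890034 and 9890002, and a further processed transcript at 9887784. In offspring of control mothers, the only peak at the gene ran from 9888951 to 9889301. It lay in intron 1 of the transcripts that start at 9890034 and 9890002, 701 bp from the nearer of these starts, and upstream of the start at 9887784. Its fold over background was 4.28, its −log10 p 8.31 and its −log10 q 5.65, the 24.7th percentile of that list. In offspring of asthmatic mothers no peak was listed there, where a signal below the caller's threshold would not be seen. That list had a peak from 9876900 to 9877056, with a fold of 3.22 and a −log10 q of 5.93, and another from 9883155 to 9883346, with a −log10 q of 3.84. Of 748 start peaks of offspring of control mothers with a −log10 q within 0.5 of the upstream peak's, 73.7% (95% interval 70.4 to 76.8%) overlapped no peak in offspring of asthmatic mothers. With a distance of 500 bp in place of 1000 bp, the upstream peak was no longer counted at a start.

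**Figure D1:**
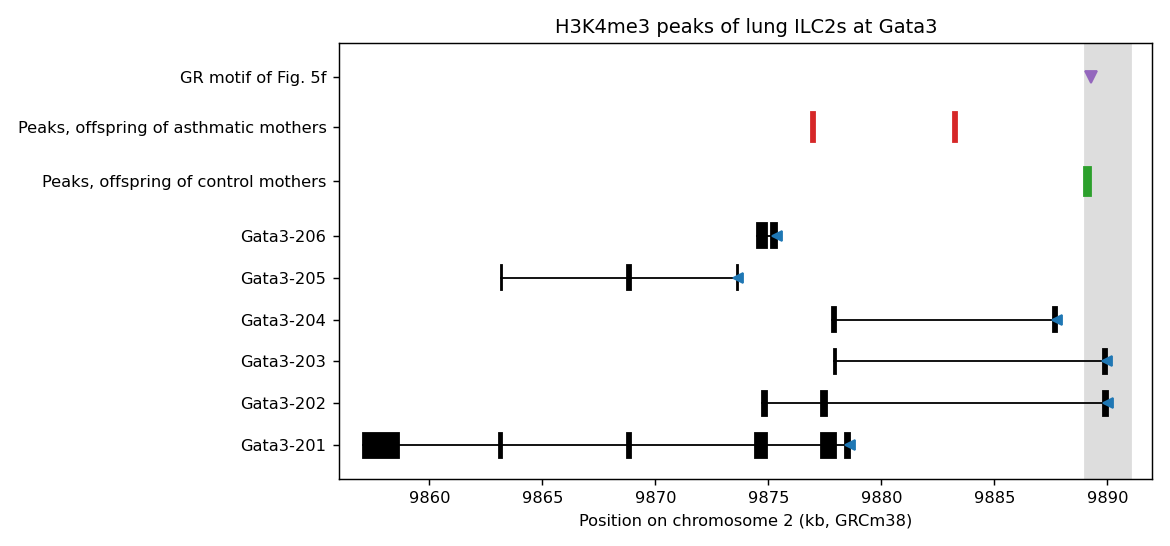
Gata3 locus on chromosome 2, with position in kb of GRCm38. Black boxes are exons, blue arrowheads transcript starts, green and red bars the H3K4me3 peaks of offspring of control and asthmatic mothers, the purple triangle the GR motif of Fig. 5f, and grey the 1000 bp on either side of the upstream start at 9890034. The control peak lies at the edge of the grey region and the peaks of offspring of asthmatic mothers lie outside it.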

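The GR motif sequence printed in Fig. 5f, GAGAACACCATTTGCCA, was matched to the reference genome on both strands. It occurs at 9889272 to 9889288 of chromosome 2 of GRCm38, on the plus strand. The only other exact match is on chromosome 1, at 59417804 to 59417820, with the nearest peaks 64312 bp away in offspring of control mothers and 64615 bp away in offspring of asthmatic mothers. At Gata3, the match overlaps no annotated exon and lies 746 bp and 714 bp downstream of the starts at 9890034 and 9890002 and upstream of the start at 9887784. With 50 bp on either side, the reference sequence from 9889222 to 9889338 is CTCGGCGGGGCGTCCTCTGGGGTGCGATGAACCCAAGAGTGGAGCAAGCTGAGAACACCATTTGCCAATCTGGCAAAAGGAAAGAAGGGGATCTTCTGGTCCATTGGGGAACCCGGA. The motif lies within the upstream H3K4me3 peak of offspring of control mothers, 155 bp from its summit and 13 bp from its end. The nearest peak of offspring of asthmatic mothers is 5926 bp away.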

In general, the action of glucocorticoids has been emphasized as immunosuppression, with known negative regulatory effects, such as the increased expression of apoptotic genes in T cells and decreased expression of pro-inflammatory cytokines^59^. However, the effects of glucocorticoids on the immune system are complex and not fully understood, with some reports suggesting that they are important, for example, in maintaining CD8 T-cell and CD4 T-cell function^41^. In addition, previous reports have shown that glucocorticoid exposure can paradoxically increase Th2 cytokine production^60–63^, and that GR reduces Th1 cytokine production but increases Th2 cytokine production in an experiment using mice lacking the CD4 T-cell specific *Nr3c1*^41^. As mentioned above, there are reports that glucocorticoid exposure increases ILC2 function^48^. The role of GR in ILC2s requires further study. Nevertheless, our study results showed that maternal glucocorticoid treatment increased Gata3 expression in fetal lung ILC2s, and it is possible that glucocorticoid signaling may situationally enhance Th2 cytokine production in ILC2s. It has been reported that maternal glucocorticoid administration causes a reduction in basal glucocorticoid levels in the offspring, leading to reduced T-bet expression in CD8 T cells and loss of accessibility to the GR-binding site at the *Tbx21* locus^64^. It suggests that in lymphocytes, the effects of GR on the key transcription factors themselves are important for maintaining effector function. In our study, a GR-binding site was found in the open chromatin region of the *Gata3* locus, and this state of increased accessibility for GR binding may be involved in the enhancement of the functions of ILC2s from offspring of asthmatic mothers.

Maternal glucocorticoid treatment enhancing ILC2 function in offspring is clinically significant, especially as many asthmatic mothers receive steroid therapy during pregnancy. Human studies suggest that managing asthma during pregnancy reduces the risk of asthma in children^18^, while other reports suggest that steroid use during pregnancy may increase the risk of asthma in offspring^65^. In our study, DEX treatment in models of asthmatic mothers showed a trend towards increased ILC2s in the lungs of the offspring, suggesting that maternal glucocorticoid use in asthmatic mothers may enhance ILC2 function in the offspring and increase their risk of asthma. In our model, DEX treatment did not sufficiently alleviate maternal eosinophilic inflammation, limiting our ability to assess the combined effects of asthma symptom improvement with steroid therapy and the effects of steroid administration itself. Further research is needed to understand the long-term effects of steroid therapy for asthma during pregnancy on offspring.

Overall, this study identified a link between fetal lung ILC2 numbers, which are altered by the embryonic environment, and increased lung ILC2 responsiveness in adulthood from an epigenetic perspective. The fact that glucocorticoids are partly responsible for the transmission of asthma susceptibility in maternal asthma provides us with a more general and common mechanism whereby maternal conditions affect offspring.

## Methods

### Mice

Wild-type C57BL/6J mice were purchased from KBT Oriental (Breeder: Jackson Laboratory Japan). *Il7r*-Cre mice were provided by Professor Hans-Reimer Rodewald. GR-flox (*Nr3c1*-flox) mice were provided by Professor Koichi Ikuta. All mice were housed in the specific pathogen-free animal facility at Kyushu University with a 12-h light cycle. Both genders were used. All experimental procedures were approved with a No. A23-234-1 and A24-201-0 by the Kyushu University Animal Experiment Committee, and the care of the animals was in accordance with institutional guidelines. All experiments were performed to keep animal pain, stress, and numbers to a minimum.

### OVA and house dust mite model

Female mice aged 6–8 weeks were sensitized by intraperitoneal administration of 200 µL PBS/alum (Thermo, Imject Alum, 77161) containing alum (25 µL) or 200 µL PBS/alum containing OVA (100 µg) (Sigma, A5503) and alum (25 µL) on day -21 and day -7. After the second sensitization, sensitized female mice were bred to untreated male mice. Pregnant mice were given OVA (20 µL PBS containing 500 µg OVA) or PBS intranasally every 2–3 days from day 4 to day 17 of gestation. Analysis of offspring was performed during pregnancy or analysis of offspring after birth. For fetal analysis, the mother was sacrificed, and her uterus, blood, and lungs were collected on gestation days 16 and 18. In addition, on day 16 of gestation, amniotic fluid was collected from the uterus and fetal blood was collected for analysis. Fetal lungs were collected for analysis on day 18 of gestation. For the analysis of adult offspring, HDM (20 µL PBS containing 10 µg HDM) or PBS was administered intranasally to 7–9 week old offspring for five consecutive days. The day after final challenge, the mice were sacrificed, and organs were dissected for analysis. BAL infiltrates were collected by 3 consecutive flushes of the airways with 1 mL of PBS. Lung and blood were also collected.

In the model of adult offspring sensitized and exposed to HDM from asthmatic or control mothers: Adult offspring from asthmatic mothers were sensitized with HDM (20 µL PBS containing 1 µg HDM) on day 0 and subsequently exposed to HDM (20 µL PBS containing 10 µg HDM) intranasally from days 7 to 11. The day after final challenge, the mice were sacrificed, and the lungs were dissected for analysis.

### Measurement of airway hyper-responsiveness

Airway responsiveness was measured according to a protocol described in previous reports^66^. Mice were anesthetized intraperitoneally with a mixture of ketamine and sodium pentobarbital, and the trachea was cannulated through a tracheotomy. After paralysis, mice were mechanically ventilated (tidal volume 0.3 mL, respiratory rate 120 breaths/min). The airway opening pressure was measured with a differential pressure transducer and recorded continuously. Acetylcholine (Sigma, 60-31-1) doses were increased stepwise (1.25–80 mg/mL) for 1 min using an ultrasonic nebulizer (NE-U07; Omron Corporation, Kyoto, Japan). Data were expressed as evoked concentration 150 (PC150), the concentration at which airway pressure was 150% of baseline values; PC150 was calculated by log-linear interpolation for individual animals; PC150 values were expressed as log (100 × PC150).

### Lung histology

Lung tissues were fixed in 4% paraformaldehyde for 24 h, and sections were prepared and stained with H&E to assess inflammation. To grade inflammatory cell infiltration, peribronchial cell counts were determined using a 5-point grading system as follows: 0, normal; 1, few cells; 2, a ring of inflammatory cells one cell layer deep; 3, a ring of inflammatory cells of 2–4 cells deep; and 4, a ring of inflammatory cells of more than 4 cells deep^67^. Ten fields were counted randomly from each section, and the mean score per mouse was calculated, with the scoring performed in a blinded manner.

### Lung homogenate preparation

Post-sacrifice, the right lung lobes were homogenized in 1 mL of PBS using a Micro Smash™ MS-100 (TOMY). The lung homogenate was then centrifuged at 9000 × *g* for 10 min at 4 °C. The supernatant was collected and stored at −80 °C for further analysis.

### IL-7Ra antibody administration

For depletion of fetal ILC2, IL-7Ra blockade was performed by intravenous injection of 200 µg isotype control (Bio X Cell, BE0089) or anti-IL-7Rα antibody (Bio X Cell, BE0065) into pregnant female mice on days 14, 16, and 18 of gestation. IL-7Ra blockade in non-pregnant asthmatic mice was performed over the same time course as in pregnant mice on days 14, 16, and 18, with the first OVA nasal drop defined as day 4.

### Alternaria asthma model during pregnancy

Pregnant female mice were treated with intranasal administration of *Alternaria* (20 µL PBS containing 25 μg *Alternaria alternata* extract (Greer Laboratories, XPM1D3A2.5)) or PBS every 3 days from gestation day 0 to day 18. For fetal analysis, pregnant mice were sacrificed on gestation day 18, and fetal lungs were collected for assessment. For the analysis of adult offspring, HDM (20 µL PBS containing 10 µg HDM) or PBS was administered intranasally to 7–9 week old offspring for five consecutive days. The day after final challenge, the mice were sacrificed, and the lungs were collected for detailed analysis.

### Maternal stress mimetic model with DEX

For DEX administration, untreated 9-week-old pregnant mice were obtained and DEX was administered in drinking water from day 12 of gestation (DEX was dissolved in PBS to a concentration of 10 mg/ml and further diluted to 1.3 µg/ml in drinking water). The dose and timing of administration were adopted and modified from studies in which DEX was administered to pregnant mice; DEX was treated with drinking water to minimize unnecessary handling and injection stress. Once parturition was confirmed, the water was changed to normal drinking water. The analysis of the offspring was the same as for the maternal OVA models.

### Combination model of OVA asthma and DEX treatment during pregnancy

Pregnant mice in the maternal OVA asthma model described in the Methods section were given PBS or DEX in the drinking water from day 12 of gestation. This method of DEX administration follows the protocol described in the “Maternal stress mimetic model with DEX” section of the Methods. The analysis of adult offspring was performed in the same way as for the maternal OVA models.

### Preparation of single-cell suspensions from lung tissue

For the preparation of lung immune cells for flow cytometry analysis and scRNA-seq, lung tissue was digested in RPMI enzyme solution containing collagenase D (2 mg/ml, Roche, 11088882001) and DNase I (0.1 mg/ml, Roche, 10104159001) at 37 °C for 60 min (for adults) or 40 min (for fetuses). Digestion was performed by changing the solution every 20 min.

For the preparation of lung immune cells, fibroblast, and epithelial cells for scATAC-seq, lung tissues were digested in RPMI enzyme solution containing collagenase D (2 mg/ml), DNase I (0.1 mg/ml), and Dispase II (0.2 mg/ml, Roche 04942078001) at 37 °C for 40 min (for adults) or 20 min (for fetuses). Digestion was performed by changing the solution every 20 min. And then, lung tissues were digested in RPMI enzyme solution containing collagenase D (2 mg/ml), DNase I (0.1 mg/ml), Dispase II (0.2 mg/ml) and Liberase TH (0.01 mg/ml, Roche 5401151001) at 37 °C for 20 min.

The digested samples were filtered through 70 µm strainers and suspended in 36% Percoll (Cytiva, 17-0891-01) diluted with RPMI, 72% Percoll diluted with PBS was injected into the bottom and centrifuged at 800 × *g* for 20 min at 25 °C. Cells were collected in the interlayer between 36% and 72% Percoll, washed with RPMI supplemented with FBS (2% v/v), and stained for flow cytometry.

### Flow cytometry analysis

Cells were stained on ice in a V-bottomed 96-well plate. 123count eBeads Counting Beads (50 μL, Thermo Fisher Scientific, 01-1234-42) was used to calculate cell numbers.

For surface marker staining, cells were incubated for 5 min on ice with CD16/CD32 Monoclonal Antibody (1:200, Thermo Fisher Scientific, 14-0161-86) diluted with staining buffer (PBS supplemented with 0.5% (v/v) BSA, 2 mM EDTA). Cells were then stained for surface antigens for 15 min on ice in the presence of Fixable Viability Dye eFluor 780 (1:1000, Thermo Fisher Scientific, 65-0865-14), and fixed for 30 min on ice with eBioscience IC Fixation Buffer (Thermo Fisher Scientific, 00-8222-49) as per manufacturer’s instruction. The cells were resuspended in staining buffer.

For transcriptional factor staining, cells were incubated for 5 min on ice with CD16/CD32 Monoclonal Antibody (1:200, Thermo Fisher Scientific, 14-0161-86) diluted with staining buffer. Cells were then stained for surface antigens for 15 min on ice in the presence of Fixable Viability Dye eFluor 780 (1:1000). Intracellular staining was performed with eBioscience Foxp3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific, 00-5523-00) as per manufacturer’s instructions. In brief, cells were fixed with Foxp3 Fixation/Permeabilization working solution (Foxp3 Fixation/Permeabilization Concentrate: Foxp3 Fixation/Permeabilization Diluent = 1: 3) for 30 min on ice, and wash with 1X Permeabilization Buffer. The cells were stained for intracellular antigens in 1X Permeabilization Buffer o/n at 4 °C. The cells were resuspended in staining buffer.

For cytokine staining, cells were stimulated with Phorbol 12-myristate 13-acetate (PMA) (30 ng/ml, Sigma, P8139), ionomycin (0.5 µg/ml, Sigma, 10634), and Brefeldin A Solution (BFA) (1:1000, Invitrogen, 00-4506-51) for 4 h at 37 °C in 5% CO2 incubator. And then, cells were incubated for 5 min on ice with CD16/CD32 Monoclonal Antibody (1:200) diluted with staining buffer. Cells were then stained for surface antigens for 15 min on ice in the presence of Fixable Viability Dye eFluor 780 (1:1000). Intracellular staining was performed with eBioscience Foxp3/Transcription Factor Staining Buffer Set as per manufacturer’s instructions. The cells were resuspended in staining buffer.

For analysis of phospho-p38, cells were incubated on ice for 5 min with CD16/CD32 Monoclonal Antibody (1:200, Thermo Fisher Scientific, 14-0161-86) diluted in staining buffer. Surface antigens were stained for 15 min on ice in the presence of Fixable Viability Dye eFluor 780 (1:1000). Cells were then fixed by incubating with BD Phosflow Lyse/Fix Buffer (BD Biosciences, 558049) at 37 °C for 10 min. Permeabilization was performed using BD Phosflow Perm Buffer III (BD Biosciences, 558050), which had been stored at −20 °C, with cells incubated at 4 °C for 30 min. Following permeabilization, cells were washed twice with staining buffer and then incubated at 4 °C overnight in staining buffer with AlexaFluor647-conjugated anti-p-p38 (1:50, BD Biosciences, 612595) for intracellular staining. The cells were resuspended in staining buffer.

Flow cytometry analysis was performed by LSRFortessa (BD Biosciences), and data were analyzed with FlowJo (version 10, BD Biosciences).

For cell sort, cells were incubated for 5 min on ice with CD16/CD32 Monoclonal Antibody (1:200) diluted with staining buffer. Cells were then stained for surface antigens for 15 min on ice in the presence of Fixable Viability Dye eFluor 780 (1:1000). The cells were resuspended in staining buffer. The cells were sorted by FACSMelody (BD Biosciences), and data were analyzed with FlowJo.

Gating strategies and antibodies for all experiments were shown in Supplementary Fig. 9 and Supplementary Data 4.

### In vitro cultures of ILC2

ILC2s were sorted from lungs of adult offspring of OVA- or PBS- treated mothers. All cell cultures were performed in RPMI supplemented with penicillin and streptomycin, 2-mercaptoethanol, and 10% FBS. For ILC2 activation, ILC2s (3,000 cells) in 200 μL of culture medium were stimulated with IL-33 (10 ng/ml) (R&D, 3626-ML-010/CF(519-54231)) in 96-well polystyrene round-bottom plate. After 3 days, supernatants were harvested and measured IL-5 and IL-13 by ELISA. The cells were stained for flow cytometry analysis.

### ILC2 transplantation

ILC2s were sorted from lungs of adult offspring of OVA- or PBS- treated mothers. Five thousand purified ILC2s were injected intravenously into each *Il7r*-deficient mouse, whose CD4 and CD8A blockade was achieved by intraperitoneal injection of 250 μg anti-CD4 antibody (Bio X Cell, GK1.5, BP0003-1) and anti-CD8A (Bio X Cell, 2.43, BP0061) antibody 1 day prior to transplantation. One day after cell transfer, the mice received a single intranasal injection of IL-33 (0.25 µg) (PeproTech, 210-33) and lung ILC2s were analyzed by flow cytometry the next day.

### ELISA

The levels of corticosterone in serums or amniotic fluids were measured by DetextX Corticosterone ELISA Kit (Arbor Assays, K014-H1) according to the manufacturer’s instructions. The levels of IL-5 and IL-13 in the cultured cell supernatants were measured by Mouse IL-5 Uncoated ELISA Kit (Invitrogen, 88-7054-88), Mouse IL-13 Uncoated ELISA Kit (Invitrogen, 88-7137-88) according to the manufacturer’s instructions. The levels of IL-33, TSLP, and IL-25 in the lung homogenate supernatants were measured by Mouse IL-33 Uncoated ELISA Kit (Invitrogen, 88-7333-88), Mouse TSLP Uncoated ELISA Kit (Invitrogen, 88-7490-88), Mouse IL-17E/IL-25 Uncoated ELISA Kit (Invitrogen, 88-7002-88) according to the manufacturer’s instructions.

### Single-cell RNA sequencing

Fetal lungs were harvested on gestation day 18 from each of two mice that had received water containing DEX or PBS since gestation day 12. Fetal lungs (DEX-1, *n* = 8; DEX-2, *n* = 9; PBS-1, *n* = 5; PBS-2, *n* = 8) were pooled per sample. Fetal lungs cells were prepared by single-cell suspension protocol of fetal lungs. After blocking with CD16/CD32 Monoclonal Antibody, the cells were stained with FVD, antibodies for surface antigens, and Totalseq™-C0301, -C0302, -C0307, and -C0308 (Biolegend, 155861, 155863, 155873, and 155875) for 30 min on ice. The tags were assigned as follows: C0301, fetal lung from DEX-treated mother 1; C0302, fetal lung from DEX-treated mother 2; C0307, fetal lung from PBS-treated mother 1; C0308, fetal lung from PBS-treated mother 2. ILC2s (FVD^- ^CD45^+ ^Lin^-^ ST2^+^) were purified by FACSMelody (BD Biosciences). Libraries were prepared according to the protocol of Chromuim Next GEM Single Cell 5’ Reagent Kits v2 (Dual Index) (10x Genomics, PN-1000263) using a Chromium controller (10x Genomics). Briefly, GEMs were first generated by Master Mix with barcoded Single Cell VDJ 5’ Gel Beads, cells and distribution to Oil to Chromium Next GEM Chip K (10x Genomics, PN-1000286). Barcoded cDNA was then generated from the GEM. This cDNA was amplified by PCR reaction to generate, 5’ Gene Expression library and Feature Barcode library (10x Genomics, PN-1000190, -1000256, -1000215, and -1000250). Sequencing was then performed by Novaseq 6000 (Illumina) at the Laboratory for Research Support of the Institute of Bioregulatory Medicine, Kyushu University.

From the NGS read data, FASTQ files integrated with the Totalseq Hashtags were generated by Cell Ranger Multi function (v7, 10x Genomics). Further analyses were performed using Seurat (version 5.0.1) in the RStudio platform (Version R 4.3.0). From the feature_bc_matrix file from Cell Ranger Multi, Seurat objects were created with the CreateSeuratObject function (min.cells = 3, min.features = 200). Cells with more than 5% of mitochondrial genes and cells with nFeature_RNA less than 200 were filtered out. Expression data were normalized with the NormalizeData function (normalization.method = LogNormalize, scale.factor = 10,000) and scaled with the ScaleData function. Highly variable genes were identified using the FindVariableFeatures function. Principal component analysis (PCA) was performed on the identified highly variable genes using the RunPCA function. Dimensionality reduction was performed using the RunUMAP function, and clustering was performed using the FindClusters function. Differentially expressed genes (DEGs) in each UMAP cluster were identified by the FindAllMarkers function (only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.25). *Gata3*^+^ ILC2 was used further analysis.

### Single-nucleus RNA and ATAC sequencing

Fetal lungs were harvested on gestation day 18 from OVA- or PBS- treated mothers and adult lungs were 8 weeks old offspring of OVA- or PBS- treated mothers. (E18-OVA, *n* = 8; E18-PBS, *n* = 9; Adult-OVA-PBS, *n* = 6; Adult-PBS-PBS, *n* = 7). Lung cells were prepared by single-cell suspension protocol of lung tissues. After blocking with CD16/CD32 Monoclonal Antibody, the cells were stained with FVD, antibodies for surface antigens for 15 min on ice. In fetal lung cell collection, ILC2 (CD45^+^, Lin^-^, ST2^+^), immune cells (CD45^+^) and epithelial cells (EpCAM^+^) were purified using FACSMelody (BD Biosciences). And in the adult lung cell collection ILC2 (CD45^+^ , Lin^-^, ST2^+^), immune cells (CD45^+^), epithelial cells (EpCAM^+^), and fibroblasts (EpCAM^-^, CD31^-^, PDGFRβ^+^) were purified by FACSMelody.

The nuclei were isolated according to the protocol of “Nuclei Isolation from Embroynic Mouse Brain for Single Cell Multiome ATAC + Gene Expression Sequencing, Protocol 1” (10x Genomics, CG000366). Briefly, cells were centrifuged at 500 × *g* for 5 min at 4 °C and removed the supernatant. The pellets were added 100 µl chilled Lysis Buffer (1 mM Tris-HCl (pH 7.4), 1 mM NaCl, 0.3 mM MgCl2, 0.01% Tween-20, 0.01% Nonidet P40 Substitute, 0.001% Digitonin, 0.1% BSA, 0.1 mM DTT, 0.1 U/µl RNase inhibitor), and incubated for 5 min on ice. The lysed cells were washed by 1 ml chilled Wash Buffer three times.

Libraries were prepared according to the protocol of Chromuim Next GEM Single Cell Multiome ATAC + Gene Expression Kit using a Chromium controller (10x Genomics). Briefly, GEMs were first generated by Master Mix with barcoded Single Cell Multiome Gel Beads (10x Genomics, PN-1000285), neuclei and distribution to Oil to Chromium Next GEM Chip J (PN-1000230). Barcoded cDNA was then generated from the GEM. This cDNA was amplified by PCR reaction to generate Gene Expression library and ATAC library (10x Genomics, PN-1000212, PN-1000215). Sequencing was then performed by Novaseq 6000 (Illumina) at the Laboratory for Research Support of the Institute of Bioregulatory Medicine, Kyushu University. From the NGS read data, FASTQ files were generated by CellRanger Arc mkfastq, and then integrated with ATAC and Gene Expression the were generated by Cell Ranger Arc (v2.0.1, 10x Genomics).

Further analysis was performed using Seurat (Version 5.0.1) and Signac (1.12.0) on the RStudio platform (Version R 4.3.0). Seurat objects for gene expression were created from the filtered_feature_bc_matrix file in Cell Ranger Arc with the CreateSeuratObject function (min.cells = 3, min.features = 200). Cells with more than 60% mitochondrial genes and cells with nFeature_RNA less than 200 were filtered out. Expression data were normalized with the NormalizeData function (normalization.method = LogNormalize, scale.factor = 10,000) and scaled with the ScaleData function. In addition, normalization with the SCTransform function was also performed. Highly variable genes were identified using the FindVariableFeatures function; PCA was performed on the identified highly variable genes using the RunPCA function. Dimensionality reduction was performed using the RunUMAP function, and clustering was performed using the FindClusters function. DEGs in each UMAP cluster were identified by the FindAllMarkers function (only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.25). The cell type was labeled based on the DEGs.

ATAC assays were then created from the filtered_feature_bc_matrix file with the CreateChromatinAssay function. The gene annotation was specified as EnsDb.Mmusculus.v79 with the GetGRangesFromEnsDb function. Quality control was performed with the NucleosomeSignal and TSSEnrichment functions. Filtered with nCount_ATAC < 100,000, nCount_RNA < 25,000, nCount_ATAC > 1000, nCount_RNA > 1000, nucleosome_signal < 2, TSS.enrichment > 1. We called peaks using MACS2 with the CallPeaks function, and processed the DNA accessibility assay with FindTopFeatures function, RunTFIDF function and RunSVD function. The FindTransferAnchors, TransferData, and AddMetaData functions were used to transfer cell type labels from the reference to the query. Both assays were used to create joint neighbor graphs; dimension reduction was performed using the RunUMAP function. ILC2, Type II alveolar cell (AT2), and Macrophages were used for further analysis. For the identified peak genomic regions, sequence motif information was assessed in the UCSC Genome Browser on Mouse (GRCm38/mm10) using the JASPAR 2024 Transcription Factor Binding Site Database.

### bulkATAC sequencing

Fetal lungs were harvested on gestation day 18 from *Alternaria*- or PBS- treated mothers. (E18-*Alternaria*, *n* = 8, from 1 dam; E18-PBS, *n* = 18, from 2 dams). Lung cells were prepared by single-cell suspension protocol of lung tissues. After blocking with CD16/CD32 Monoclonal Antibody, the cells were stained with FVD, antibodies for surface antigens for 15 min on ice. In fetal lung cell collection, ILC2 (CD45^+^, Lin^-^, ST2^+^, CD90.2^+^) were purified using FACSMelody (BD Biosciences).

bulkATAC‐Seq was performed using 2,000 cells/sample. Briefly, Cells were processed using an ATAC‐Seq Kit (Active Motif, 53150) following the manufacturer’s protocol. The library was purified, and then samples underwent quality control and quantification on an Agilent 2100 Bioanalyzer (Agilent) and sequencing was then performed by Novaseq 6000 (Illumina) at the Laboratory for Research Support of the Institute of Bioregulatory Medicine, Kyushu University.

All sequencing reads after trimming by TrimGalore (version 0.6.10) and Cutadapt (version 4.4) were aligned to the mouse and genome sequences (mouse genome; Genome Reference Consortium Mouse Build 38, mm10, Ensembl v.98) using Bowtie 2 (version 2.5.2). SAMtools (version 1.18) was used to manipulate alignments in the SAM and BAM formats. For visualization of ATAC-seq using the Integrative Genomics Viewer (version 2.17.0), genome coverage tracks were generated using bamCoverage from deepTools (version 3.5.4) with the parameters “--binSize 10 --normalizeUsing RPGC”.

### H3K4me3 Carrier Assisted ChIP-seq (CATCH-seq)

CATCH-seq is an improved method of the ultra low-input native ChIP-seq (ULI-NChIP)^68^, and the original protocol of CATCH-seq was described in previous reports^69^. We have made some changes in CATCH-seq to improve the usability.

Snap frozen cell pellets from ~3000 ILC2 with 2–3 µL carryover were lysed by 17 µL of cold Nuclei EZ lysis buffer (Sigma, NUC-101) supplemented with complete EDTA-free protease inhibitor cocktail and 1 mM phenylmethanesulfonyl fluoride. Then, 1 µL of 1% Triton X-100 (Merck 93443) and 1% deoxycholate (Nacalai, 10712-54) mixture solution was added to the samples, and sit on ice for 5 min. The chromatin was fragmented by 4 U/µl MNase (NEB, M0247S) in 1xMNase buffer supplemented with 1% PEG6000 (HAMPTON RESEARCH, HR2-533) and 2 mM DTT (Nacalai) at 37 C for 7.5 min. The MNase reaction was stopped by adding 1/10 volume of 100 mM EDTA and 1/12 volume of the 1% Triton X-100 and 1% deoxycholate mixture, and the samples were rest on ice for 15 min. The chromatin lysates were then added with freshly prepared immunoprecipitation buffer^68^, and 5% volume was kept for input library construction. To the rest of the lysate, 30 ng of annealed I-SceI carrier DNA was added^67,69^. The forward and reverse strands of the carrier DNA were as follows: /5AmMC6/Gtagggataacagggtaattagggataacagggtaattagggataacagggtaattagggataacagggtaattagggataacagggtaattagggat aacagggtaat*c/3AmMO/ and /5AmMC6/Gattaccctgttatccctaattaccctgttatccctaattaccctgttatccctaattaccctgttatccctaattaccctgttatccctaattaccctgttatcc cta*c/3AmMO/, respectively, where asterisks represent phosphorothioate bonds. The oligos were synthesized by Integrated DNA Technologies. For each immunoprecipitation reaction, 0.25 µL of rabbit anti-H3K4me3 (Active Motif 39159) antibody conjugated to precleared Dynabeads Protein A (Thermo Fisher Scientific, 10006D) and G (Thermo Fisher Scientific, 10007D) mixture was used. After immunoprecipitation at 4 C overnight, the chromatin-Dynabeads were washed twice each by the low and high salt wash buffers, and the chromatin was eluted in the freshly prepared ChIP elution buffer at 65 C for 1 h^68^. DNA was recovered by phenol-chloroform extraction followed by ethanol precipitation. Adapter ligation was performed by NEBNext Ultra II DNA Library Prep Kit for Illumina (E7645, NEB) in a half scale of the manufacturer’s instruction, and the libraries were purified by 1.8x SPRIselect beads (B23318, Beckman Coulter). The DNA was amplified by KAPA Hifi 2X mater PCR mix (KK2605) for 16 PCR cycles with dual indexing primers (NEBNext Multiplex Oligos for Illumina, E6440). After purification with 0.9x SPRIselect beads, the samples were digested by I-SceI (5 U/µl, NEB, R0694) 37 C for 2 h followed by heat inactivation at 65 C for 20 min and purified by 0.9x SPRIselect beads. The second amplification was not performed. The libraries were sequenced on Novaseq 6000 (Illumina) with paired-end reads.

### H3K4me3 ChIP-seq data analyses

All sequencing reads after trimming by TrimGalore (version 0.6.10) and Cutadapt (version 4.4) were aligned to the mouse and genome sequences (mouse genome; Genome Reference Consortium Mouse Build 38, mm10, Ensembl v.98) using Bowtie 2 (version 2.5.2) with the “-q -N 1 -L 25 --no-mixed --no-discordant” options. After the removal of PCR duplicates using Sambamba (version 1.0.0) with the parameters “markdup -r -t 2”. SAMtools (version 1.18) was used to manipulate alignments in the SAM and BAM formats. For visualization of ChIP-seq using the Integrative Genomics Viewer (version 2.17.0), genome coverage tracks were generated using bamCoverage from deepTools (version 3.5.4) with the parameters “--scaleFactor Scaling_factor --binSize 50 --normalizeUsing RPKM”.

### Statistics

Details of statistical analyses and methods for each experiment are provided in the figure legends. Statistical analyses were performed using GraphPad Prism (Version 9). Data distribution was assumed to be normal, but this was not formally tested. *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Single cell RNA-seq data for feral lung ILC2 from DEX- or PBS-treated mothers (GSE262718), single nucleus RNA-seq (GSE262715), ATAC-seq (GSE262716) and ChIP-seq (GSE262949) data for lung cells from OVA- or PBS-treated mothers are available. All other data are available in the article and its Supplementary files or from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Maternal asthma imprints fetal lung ILC2s via glucocorticoid signaling leading to worsened allergic airway inflammation in murine adult offspring
**Source:** Nat Commun. 2025 Jan 13;16:631. doi: 10.1038/s41467-025-55941-8
**Supplement:** Supplementary file 1 — Supplementary Information

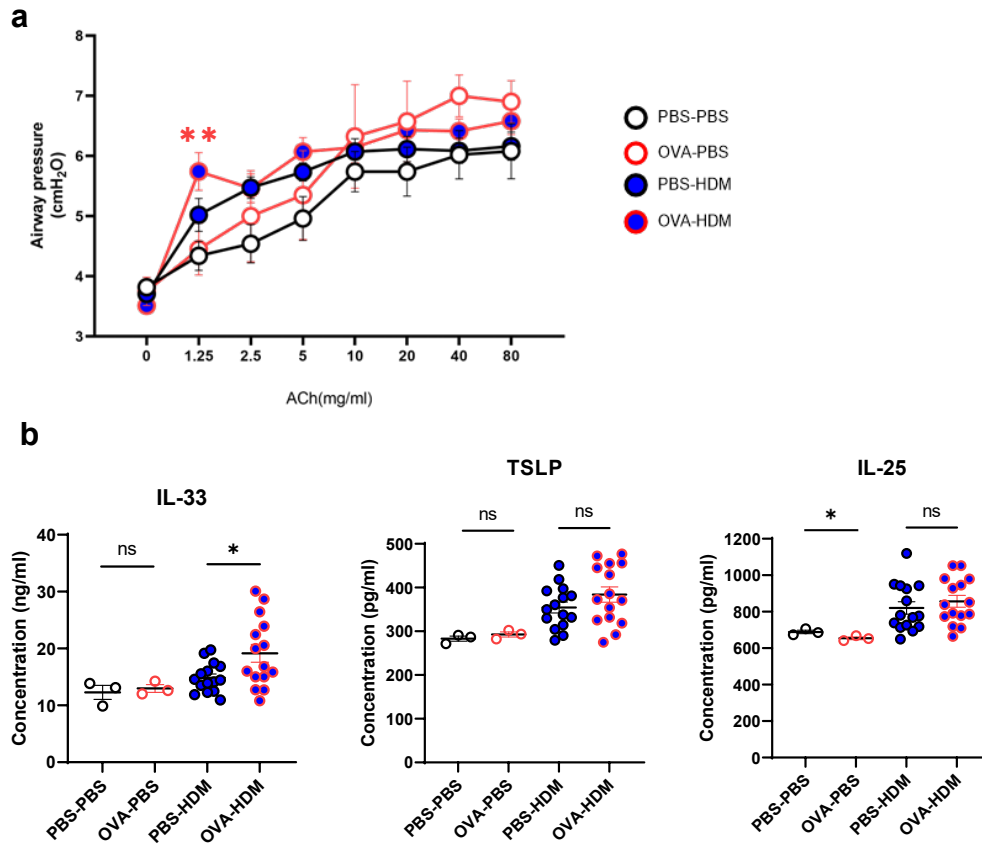

**Supplementary Fig. 1: Airway hyperresponsiveness and levels of epithelial-derived cytokines in adult offspring from OVA asthmatic or control mothers**

**a**, Assessment of acetylcholine-induced airway hyperresponsiveness in adult offspring of asthmatic or control mothers, with absolute airway pressure values shown on the Y-axis. **b**, Levels of IL-33, TSLP, and IL-25 in the lungs of adult offspring from OVA-asthmatic or control mothers. Cytokine levels were measured in lung homogenate supernatants by ELISA. In **a** and **b**, data were pooled from four independent experiments **a**, each experiment with two pregnant dams, or two independent experiments **b**, each experiment with two pregnant dams. Sample sizes were as follows: **a** PBS-PBS:  $n = 5$ , OVA-PBS:  $n = 4$ , PBS-HDM:  $n = 15$ , OVA-HDM:  $n = 16$ ; **b** PBS-PBS:  $n = 3$ , OVA-PBS:  $n = 3$ , PBS-HDM:  $n = 15$ , OVA-HDM:  $n = 15$ . In **a**, **b**, data are presented as the mean  $\pm$  SEM. In **b**, each dot represents an individual mouse. Statistical analyses were performed two-way ANOVA followed by Tukey's test in **a** and unpaired two-tailed Student's t-test in **b**. \* $p < 0.05$ ; \*\* $p < 0.01$ ; ns, not significant.

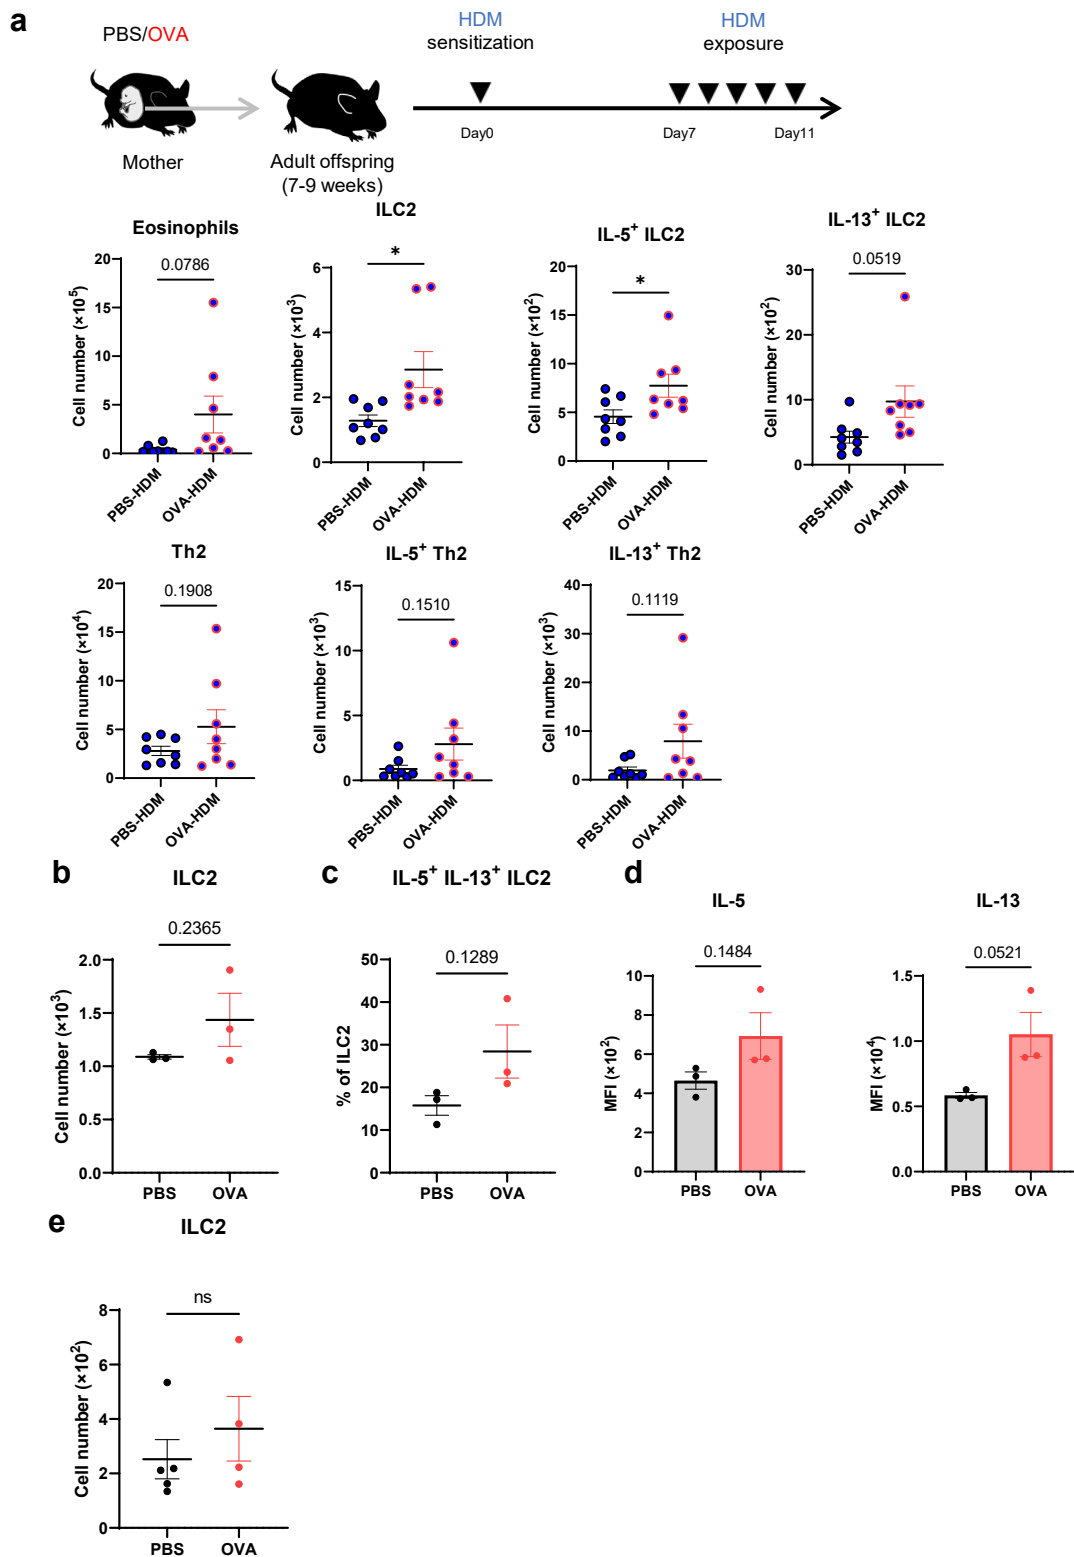

**Supplementary Fig. 2: Lung ILC2s in adult offspring of asthmatic mothers are hyperactive.**

**a**, Model of adult offspring sensitized and exposed to HDM from asthmatic or control mothers. Changes in eosinophil counts, ILC2 numbers, Th2 cell counts, as well as the numbers of cytokine-producing ILC2s and Th2 cells in the lungs of adult offspring are presented. **b**, **c**, Post-culture cell numbers and cytokine production of lung ILC2s sorted from adult offspring of asthmatic or control mothers were analyzed by flow cytometry. **d**, median fluorescence intensity (MFI) of IL-5 and IL-13 in cultured lung ILC2s. **e**, Counts of lung ILC2s in recipient mice transplanted with lung ILC2s sorted from adult offspring derived from asthmatic or control mothers. In **a** - **e**, data were from one experiment **a** with two or three pregnant dams per group, or representative of two independent experiments **b** - **d**, each experiment with one pregnant dam per group, or one experiment **e** with one pregnant dam per group. Sample sizes were as follows: **a** PBS-HDM:  $n = 8$ , OVA-HDM:  $n = 8$ ; **b** - **d** PBS:  $n = 3$ , OVA:  $n = 3$ ; **e** PBS:  $n = 5$ , OVA:  $n = 4$ . In **a** - **e**, data are presented as the mean  $\pm$  SEM. In **a**, **e**, each dot represents an individual mouse. In **b** - **d**, each dot represents an individual well from an in vitro experiment, with cells sorted and pooled from PBS ( $n = 4$ ) and OVA ( $n = 4$ ) groups of mice. Statistical analyses were performed unpaired two-tailed Student's *t*-test in **e**. \* $p < 0.05$ ; ns, not significant.

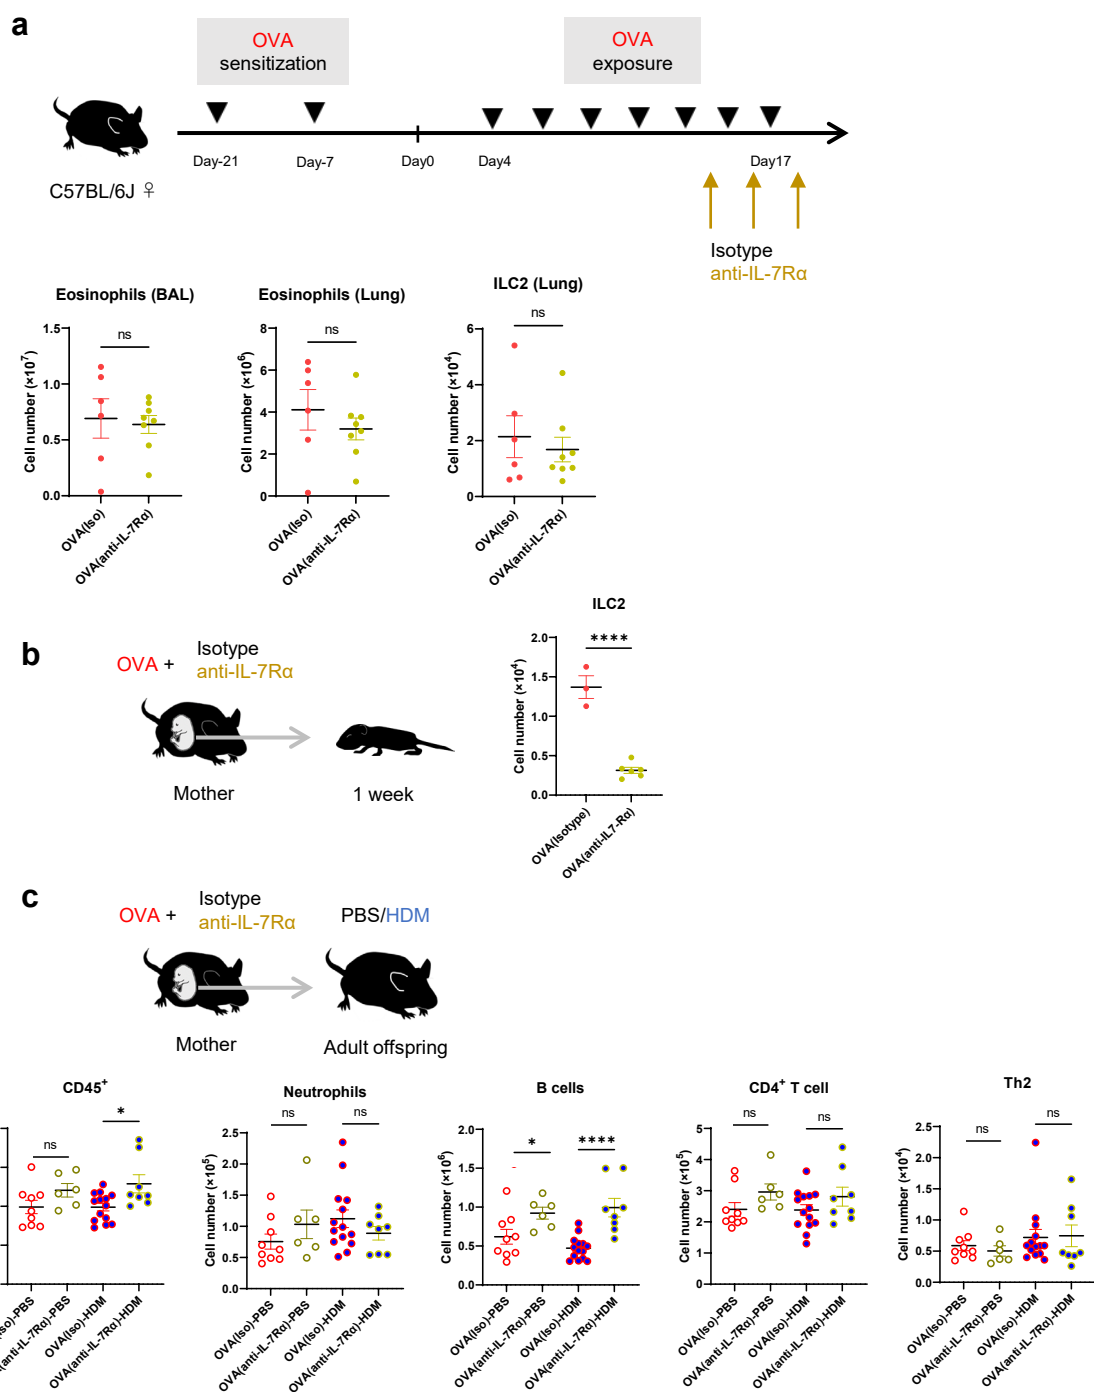

**Supplementary Fig. 3: Maternal anti-IL-7Ra antibody administration alters offspring lung immune cells.** **a**, Asthmatic and antibody-treatment protocol in Fig. 3b was implemented in non-pregnant WT mice; counts of eosinophils and ILC2s in BAL and lung in the isotype and anti-IL-7Ra antibody treatment groups. **b**, Asthmatic mothers were treated with isotype control or anti-IL-7Ra antibodies, and their offspring were evaluated at 1 week of age. Changes in the number of ILC2s in the lungs of the offspring. **c**, Changes in the number of cells of each immune cell type in the lungs of adult offspring of asthmatic mothers treated with antibodies. In **a** - **c**, data were pooled from two independent experiments **a**, **c**, each experiment with one or two pregnant dams **c**, or one experiment **b** with one pregnant dam per group. Sample sizes were as follows: **a** OVA (Iso):  $n = 6$ , OVA (anti-IL-7Ra):  $n = 8$ ; **b** OVA (Isotype):  $n = 3$ , OVA (anti-IL-7Ra):  $n = 6$ ; **c** OVA (Iso)-PBS:  $n = 9$ , OVA (anti-IL-7Ra)-PBS:  $n = 6$ , OVA (Iso)-HDM:  $n = 14$ , OVA (anti-IL-7Ra)-HDM:  $n = 8$ . In **a** - **c**, data are presented as the mean  $\pm$  SEM. Each dot represents an individual mouse. Statistical analyses were performed unpaired two-tailed Student's *t*-test. \* $p < 0.05$ ; \*\*\*\* $p < 0.0001$ ; ns, not significant.

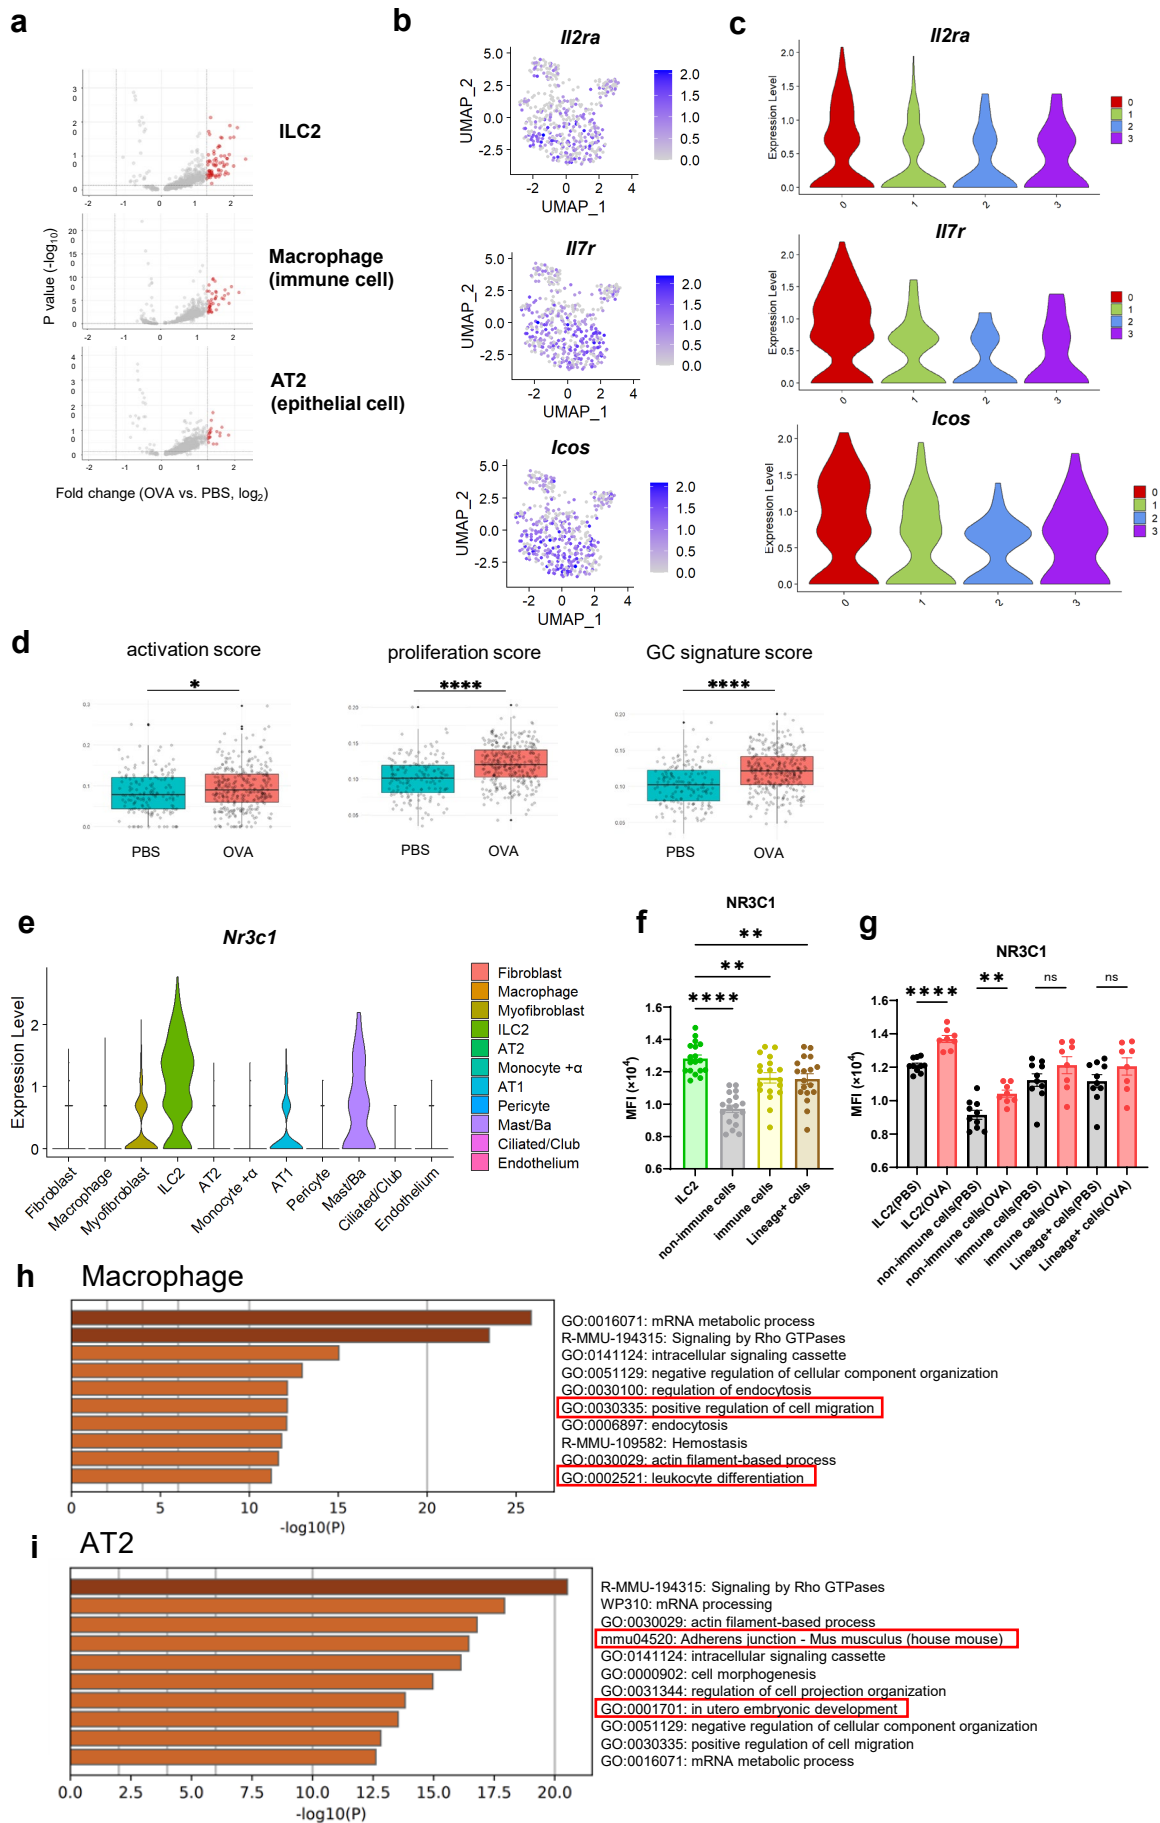

**Supplementary Fig. 4: Fetal lung ILC2 proportions are altered by maternal asthma during pregnancy.**

**a**, Volcano plot illustrating group differences for each representative cell type in the fetal lung. **b**, **c**, Relative expression of representative genes, including cell surface markers, in ILC2s (**b**), and a violin plot displaying expression patterns among ILC2 subclusters (**c**). **d**, Box and dot plot demonstrating the characteristic activity of each cell, scored and compared between the groups. **e**, Violin plot illustrating the expression pattern of *Nr3C1* for each cell type in the fetal lung. **f**, **g**, MFI of *Nr3C1* in flow cytometry for each cell type in the fetal lung (**f**), and comparison between the groups for each cell type (**g**). **h**, **i**, Enrichment analysis of upregulated genes in macrophages (**h**) and AT2 (**i**) of fetal lungs from asthmatic mothers compared to controls (top 10 positions shown). In **a** - **i**, data were derived from one experiment **a** - **e**, **h**, **j**, with one pregnant dam per group, or two independent experiments **f**, **g**, each experiment with one pregnant dam per group. Sample sizes were as follows: **f** ILC2, non-immune cells, immune cells, and lineage+ cells:  $n = 18$  for each group; **g** ILC2 (PBS:  $n = 10$ , OVA:  $n = 8$ ), non-immune cells (PBS:  $n = 10$ , OVA:  $n = 8$ ), immune cells (PBS:  $n = 10$ , OVA:  $n = 8$ ), and lineage+ cells (PBS:  $n = 10$ , OVA:  $n = 8$ ). In **f**, **g**, data are presented as the mean  $\pm$  SEM. In **f**, **g**, each dot represents an individual mouse. For box plots in **d**: Data are displayed as min to max, showing all points. The midline represents the median, the box indicates the interquartile range (IQR) between the 25th (Q1) and 75th (Q3) percentiles, and the whiskers extend to the minimum and maximum values within 1.5 times the IQR. Statistical analyses were performed two-tailed Wilcoxon rank sum test in **d**, one-way ANOVA followed by Dunnett's test in **f** and unpaired two-tailed Student's *t*-test in **g**. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\*\* $p < 0.0001$ ; ns, not significant.

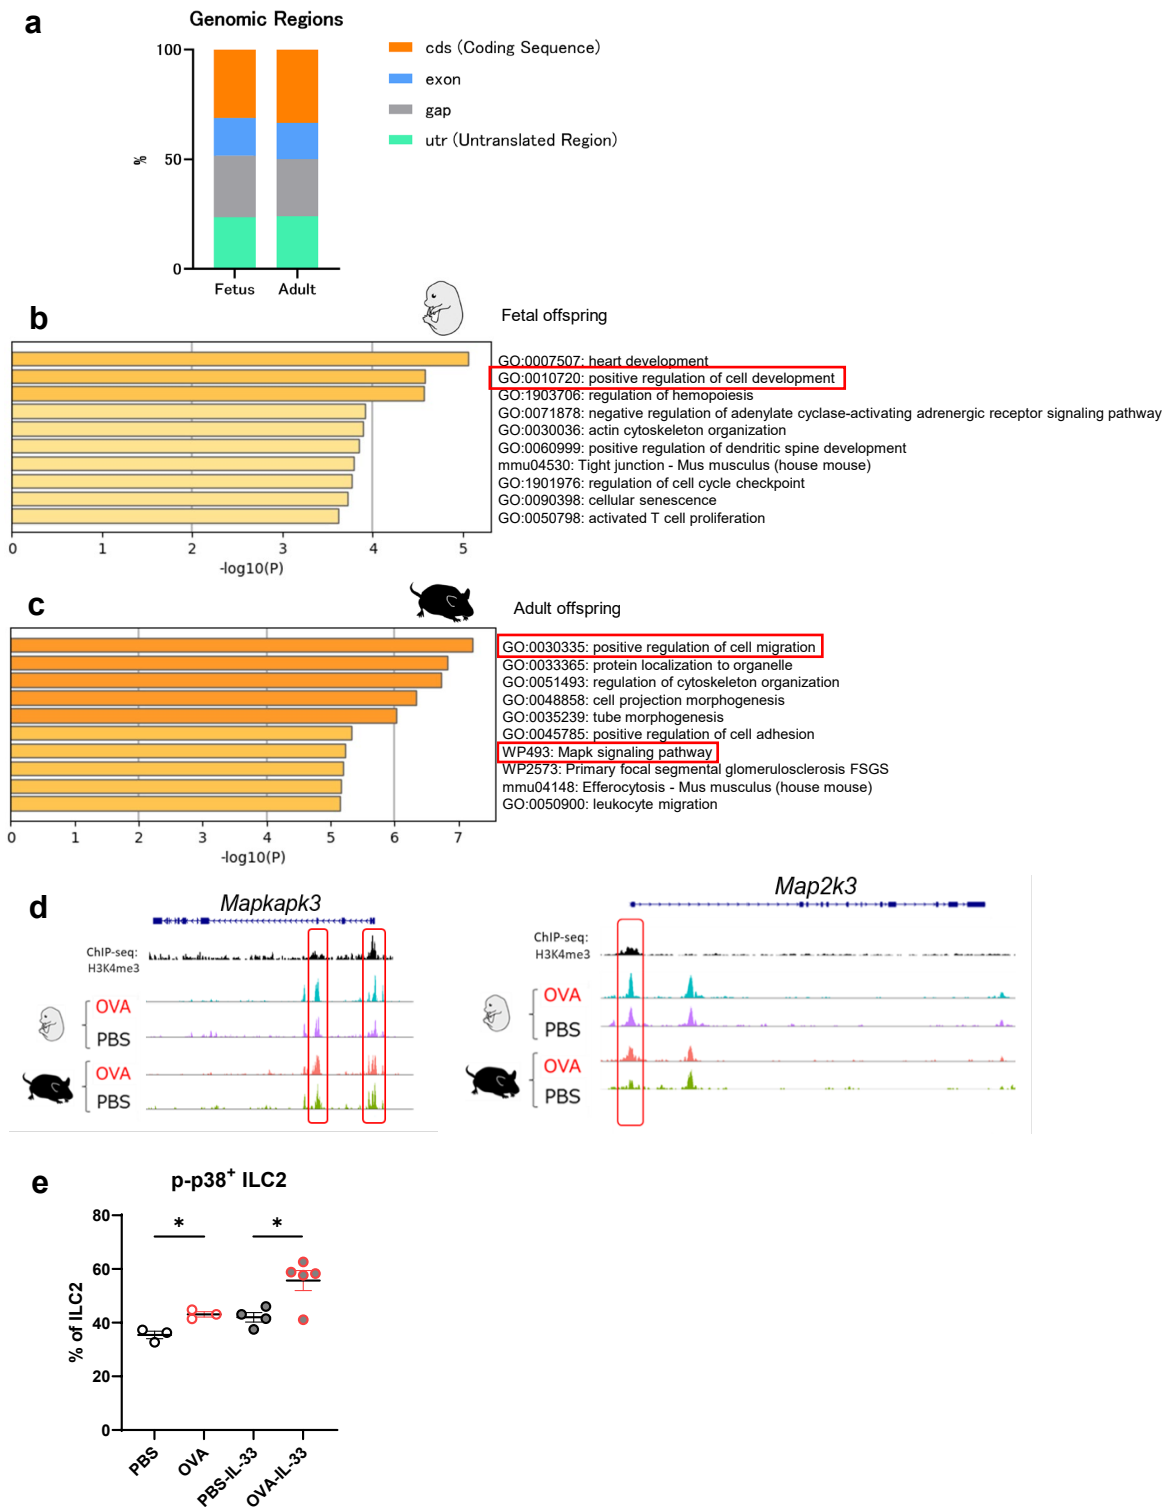

**Supplementary Fig. 5: MapK signaling is activated in lung ILC2s in fetal and adult offspring of asthmatic mothers.**

**a**, The proportion of genomic region types in the differentially accessible sites in fetuses and adult offspring of asthmatic mothers. **b**, Enrichment analysis of genes associated with regions that were more open in fetal lung ILC2s from asthmatic mothers (top 10 positions shown). **c**, Enrichment analysis of genes associated with regions that were more open in adult offspring lung ILC2s from asthmatic mothers (top 10 positions shown). **d**, Results of scATAC-seq and ChIP-seq in lung ILC2s of offspring from asthmatic or control mothers in gene regions associated with the MAPK pathway. **e**, Percentage of lung ILC2s expressing phosphorylated p38 in adult offspring from asthmatic or control mothers. 

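Mapkapk3 (ENSMUSG00000032577.16), which the text spells Mapkap3, lies on the minus strand of chromosome 9, and its longest transcript starts at 107289877. In offspring of control mothers a peak from 107289013 to 107289780 overlapped its first exons, with a fold of 5.37 and a −log10 q of 8.24. In offspring of asthmatic mothers the same stretch held a pair of peaks, from 107289159 to 107289398 with a −log10 q of 4.82 and from 107289554 to 107289766 with a −log10 q of 4.79. The internal place is the first exon of a shorter protein-coding transcript, which starts at 107280915. Within 1000 bp of that exon, a peak from 107279927 to 107280116, with a fold of 4.74 and a −log10 q of 5.36, was listed for offspring of control mothers and none for offspring of asthmatic mothers. The peak overlapped no annotated exon, lay 799 bp from the start at 107280915, and was not counted at a distance of 500 bp. Among 687 start peaks of the control list with a like −log10 q, 75.1% (95% interval 71.7 to 78.3%) overlapped no peak in the other list. Map2k3 (ENSMUSG00000018932.9) lies on the plus strand of chromosome 11, and its longest transcript starts at 60932033. Exon 1 was overlapped in both lists, by a peak from 60931986 to 60932705 with a fold of 5.07 and a −log10 q of 7.37 in offspring of control mothers and by one from 60932042 to 60932590 with a fold of 6.10 and a −log10 q of 8.24 in offspring of asthmatic mothers.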

The left two groups represent untreated offspring, while the right two groups received intranasal IL-33 (0.25  $\mu$ g) treatment for two days *in vivo*. In **a** - **e**, data were derived from one experiment **a** - **d** with one pregnant dam per group, or one experiment **e** with two pregnant dams per group. Sample sizes were as follows: **e** PBS: n = 3, OVA: n = 3, PBS-IL-33: n = 4, OVA-IL-33: n = 5. In **e**, data are presented as the mean  $\pm$  SEM. In **e**, each dot represents an individual mouse. Statistical analyses were performed unpaired two-tailed Student's *t*-test. \**p* < 0.05.

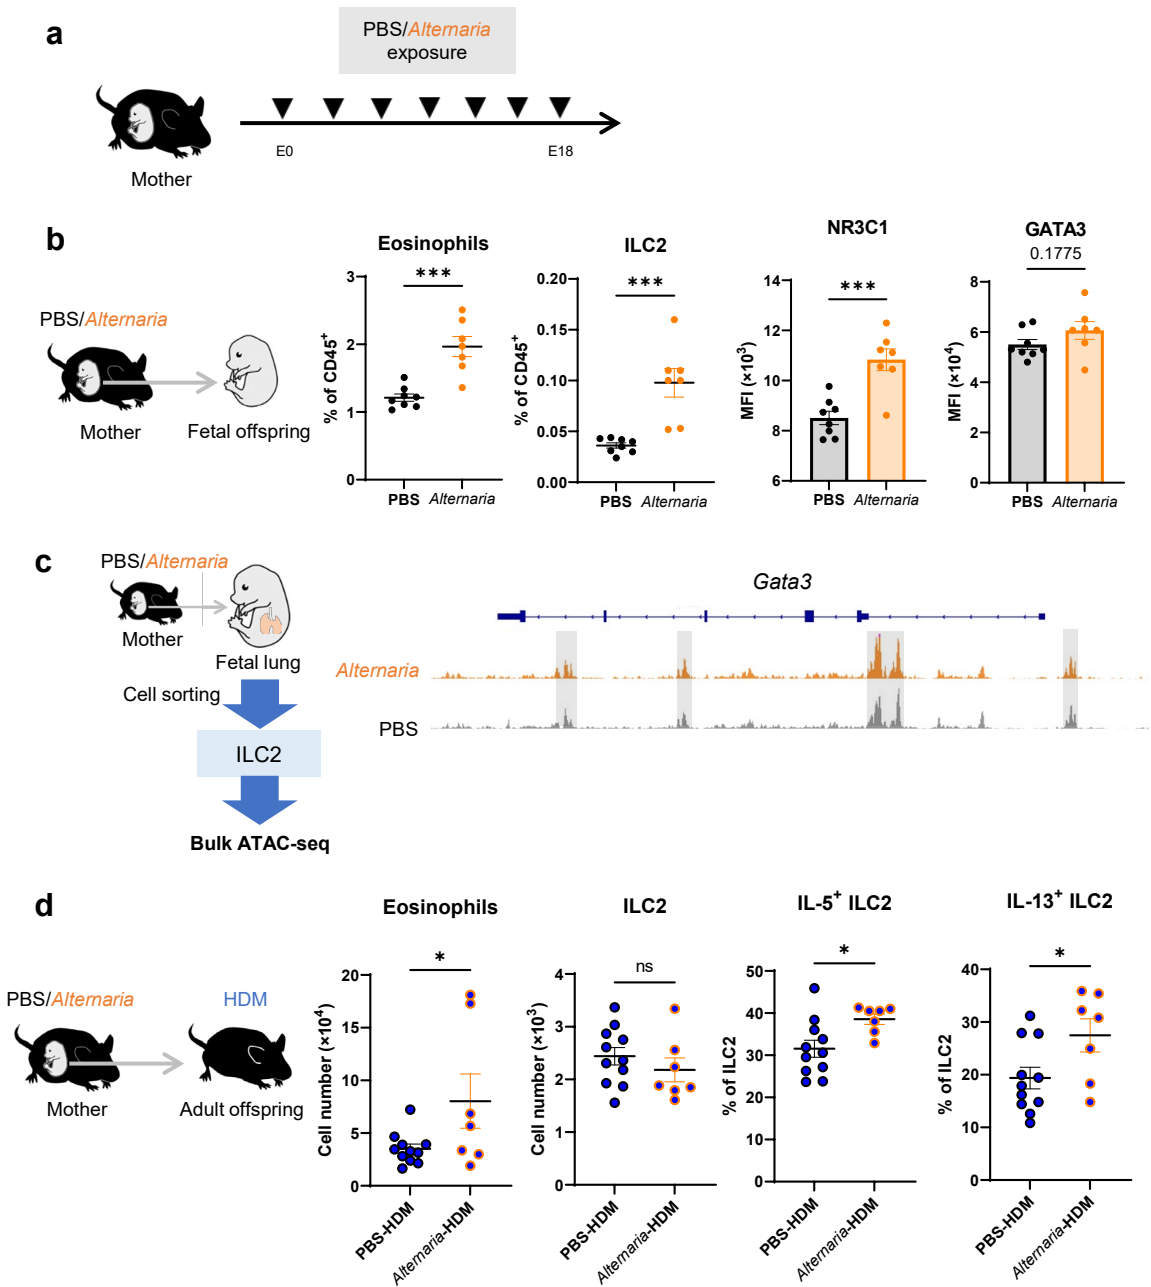

**Supplementary Fig. 6: *Alternaria*-induced asthma during pregnancy alters lung ILC2s in offspring.**

**a**, Model of chronic maternal asthma during pregnancy with *Alternaria*: Following mating, pregnant females were treated intranasally with either PBS or *Alternaria* every three days from gestation day 0 to day 18. **b**, Percentage of eosinophils and ILC2s in the lungs of fetuses from *Alternaria* asthmatic or control mothers (day 18 of gestation), with MFI of NR3C1 and GATA3 in fetal lung ILC2s shown as bar plots. **c**, Experimental design of bulkATAC-seq on ILC2s sorted from fetal lungs of mothers with *Alternaria*-induced asthma or controls. Shown are bulkATAC-seq results at the *Gata3* locus in fetal lung ILC2s. **d**, Changes in eosinophil and ILC2 counts, including cytokine-producing ILC2s, in the lungs of adult offspring from *Alternaria* asthmatic or control mothers. ILC2s were stimulated with PMA/ionomycin for 4 hours, and cytokine production was assessed by intracellular staining. In **b** - **d**, data were from one experiment **b**, with one pregnant dam per group, or one experiment **c**, with one or two pregnant dams per group, or representative of two independent experiments **d**, each experiment with two pregnant dams per group. Sample sizes were as follows: **b** PBS:  $n = 8$ , *Alternaria*:  $n = 7$ ; **d** PBS-HDM:  $n = 11$ , *Alternaria*-HDM:  $n = 7$ . In **b**, **d**, data are presented as the mean  $\pm$  SEM. In **b**, **d**, each dot represents an individual mouse. Statistical analyses were performed unpaired two-tailed Student's t-test in **b**, **d**. \* $p < 0.05$ ; \*\*\*\* $p < 0.0001$ ; ns, not significant.

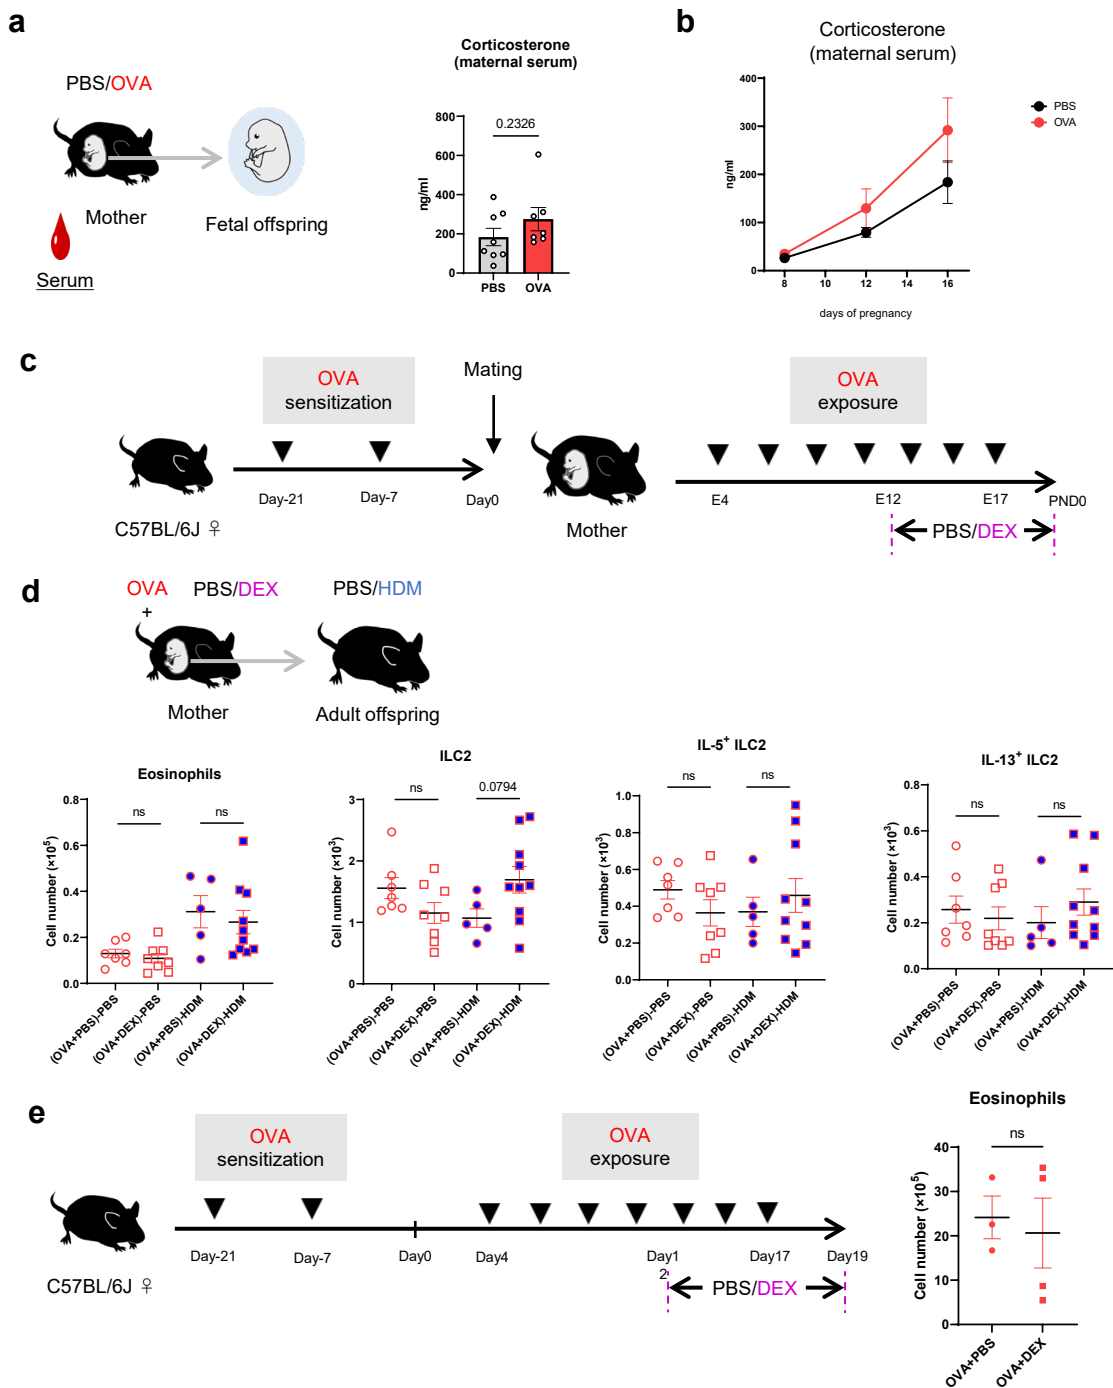

**Supplementary Fig. 7: Asthma during pregnancy raises maternal corticosterone levels and may impact lung ILC2s in offspring**

**a, b**, Serum corticosterone concentration in asthmatic or control mothers (**a**) and its time course (**b**). **c**, Model of chronic asthma induction and glucocorticoid treatment during pregnancy. Female mice developed asthma during pregnancy (Fig. 1a) and were also treated orally with water containing PBS or DEX from day 12 of gestation until the end of pregnancy (Fig. 6b). **d**, Adult offspring of PBS- or DEX-treated asthmatic mothers received PBS or HDM intranasally (Fig. 1a). Changes in eosinophil and ILC2 cell numbers in the lungs of adult offspring; ILC2s were stimulated with PMA/ionomycin for 4 h, and cytokine production was assessed by intracellular staining. **e**, Using non-pregnant WT mice to assess the effects of PBS or DEX treatment on the OVA asthma model. The figure shows the eosinophil counts in the lungs. In **a, b, d, e**, data were pooled from three independent experiments **a, b**, with one pregnant dam per group, or one experiment **d**, with two or three pregnant dams per group, or one experiment **e**. Sample sizes were as follows: **a** PBS:  $n = 8$ , OVA:  $n = 7$ ; **b** PBS:  $n = 8$ , OVA:  $n = 6$ ; **d** (OVA+PBS)-PBS:  $n = 7$ , (OVA+DEX)-PBS:  $n = 8$ , (OVA+PBS)-HDM:  $n = 5$ , (OVA+DEX)-HDM:  $n = 10$ ; **e** OVA+PBS:  $n = 3$ , OVA+DEX:  $n = 4$ . In **a, b, d, e**, data are presented as the mean  $\pm$  SEM. In **a, d, e**, each dot represents an individual mouse. Statistical analyses were performed unpaired two-tailed Student's  $t$ -test in **a, d, e**. ns, not significant.

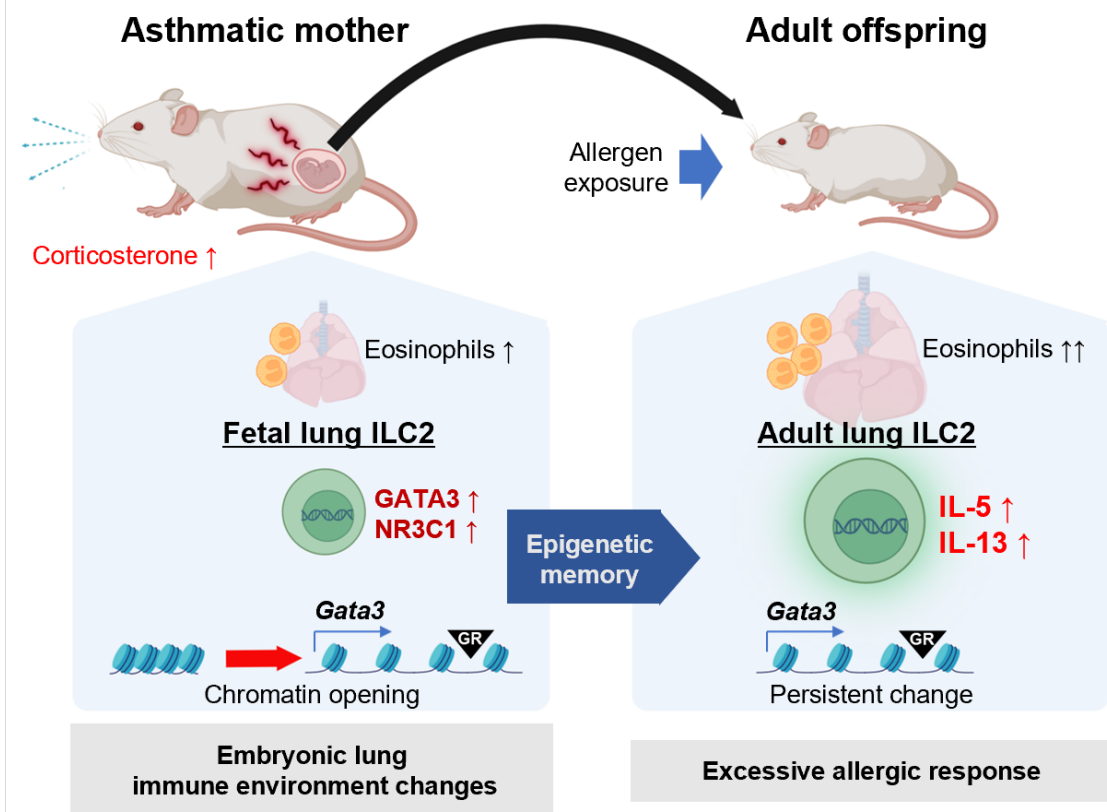

**Supplementary Fig. 8: Schematic model showing that prenatal maternal asthma imprints fetal lung ILC2s via glucocorticoid signaling and enhances their function in adulthood.**

Maternal asthma has long-term effects that alter fetal lung ILC2s and lead to increased lung ILC2 responsiveness in adults and that the mechanism involves epigenetic changes and glucocorticoid signaling. Created in BioRender. Lab, I. (2024) <https://BioRender.com/w94z021>

### Fetal lung (Eosinophils)

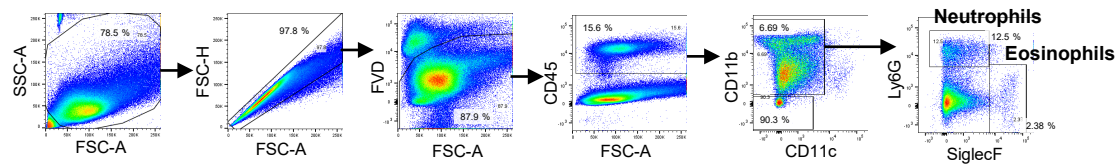

### Fetal lung (ILC2)

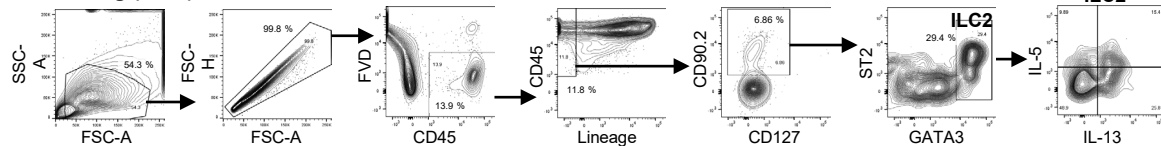

### Adult lung (Eosinophils)

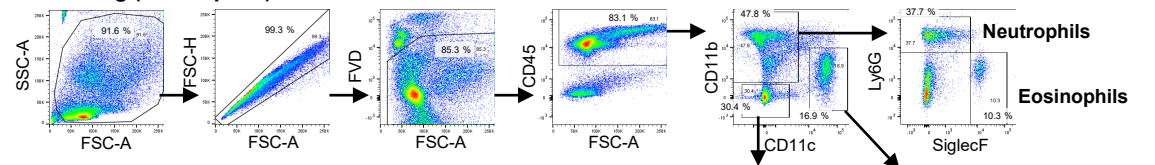

### Adult lung (ILC2)

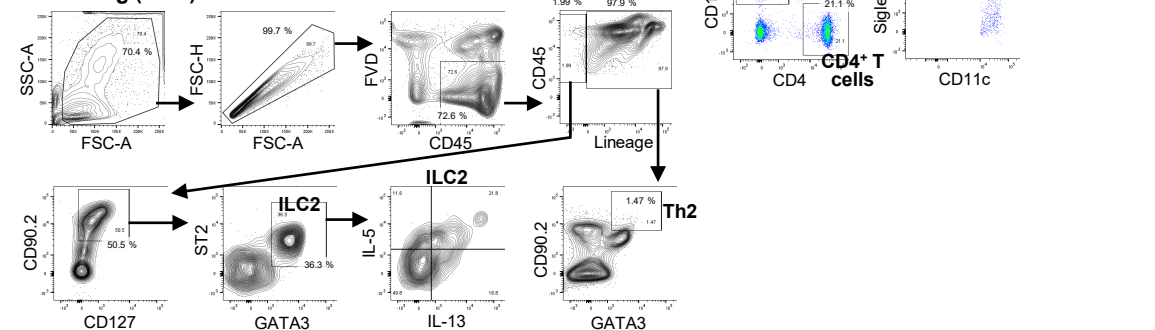

### Fetal lung (ILC2, cell sorting)

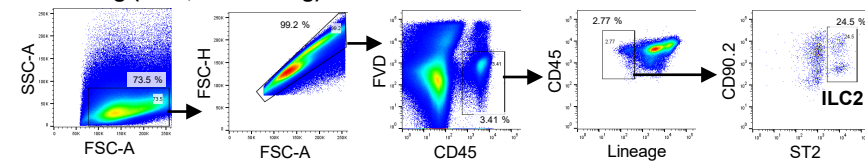

### Fetal lung (Epithelial cells, cell sorting)

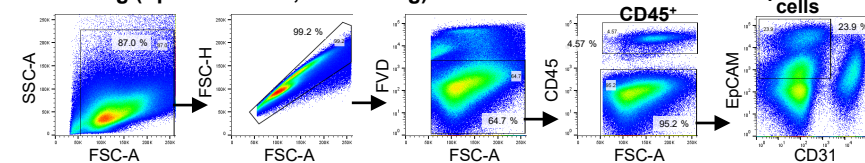

### Adult lung (ILC2, cell sorting)

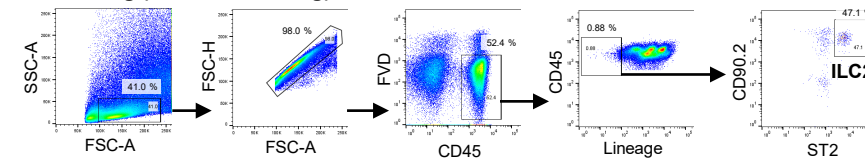

### Adult lung (Epithelial cells, cell sorting)

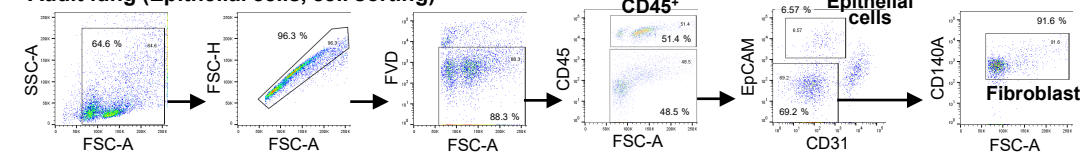

**Supplementary Fig. 9: Gating strategy for all experiments.**

# Supplementary material for: Maternal asthma imprints fetal lung ILC2s via glucocorticoid signaling leading to worsened allergic airway inflammation in murine adult offspring
**Source:** Nat Commun. 2025 Jan 13;16:631. doi: 10.1038/s41467-025-55941-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Absolute airway pressure values measured during airway hyperresponsiveness tests in adult offspring from OVA-asthmatic or control mothers.

**Supplementary Data 2:** List of differentially expressed genes (DEGs) in ILC2s, macrophages, and AT2 in fetal lungs from OVA-asthmatic or control mothers. DEGs between OVA and PBS were identified using the FindMarkers function from the Seurat package. Statistical significance was determined using the Mann-Whitney U test (two-sided), with Benjamini-Hochberg correction applied for multiple comparisons.

**Supplementary Data 3:** Gene sets used to score ILC2s in fetal lungs from OVA-asthmatic or control mothers.

**Supplementary Data 4:** List of antibodies used in the experiments.

# Supplementary material for: Maternal asthma imprints fetal lung ILC2s via glucocorticoid signaling leading to worsened allergic airway inflammation in murine adult offspring
**Source:** Nat Commun. 2025 Jan 13;16:631. doi: 10.1038/s41467-025-55941-8
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Flow cytometry analysis: Data were performed by LSRFortessa (BD Biosciences) or FACSMelody (BD Biosciences).</p> <p>Single-cell RNA sequencing:<br/>Libraries were prepared according to the protocol of Chromium Next GEM Single Cell 5' Reagent Kits v2 (Dual Index) (10x Genomics, PN-1000263) using a Chromium controller (10x Genomics). Sequencing was performed by Novaseq 6000 (Illumina).</p> <p>Single-nucleus RNA and ATAC sequencing:<br/>The nuclei were isolated according to the protocol of "Nuclei Isolation from Embryonic Mouse Brain for Single Cell Multiome ATAC + Gene Expression Sequencing, Protocol 1" (10x Genomics, CG000366). Libraries were prepared according to the protocol of Chromium Next GEM Single Cell Multiome ATAC + Gene Expression Kit using a Chromium controller (10x Genomics). Sequencing was performed by Novaseq 6000 (Illumina).</p> <p>bulkATAC sequencing:<br/>Libraries were prepared according to the protocol of ATAC-Seq Kit (Active Motif, 53150). Sequencing was performed by Novaseq 6000 (Illumina).</p> <p>H3K4me3 Carrier Assisted ChIP-seq (CATCH-seq):<br/>Adaptor ligation was performed by NEBNext Ultra II DNA Library Prep Kit for Illumina (E7645, NEB) , and the libraries were purified by 1.8x SPRIselect beads (B23318, Beckman Coulter). The libraries were sequenced on Novaseq 6000 (Illumina) with paired-end reads.</p> |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

Flow cytometry analysis: Data were analyzed with FlowJo (version 10, BD Biosciences).

## Single-cell RNA sequencing:

From the NGS read data, FASTQ files integrated with the Totalseq Hashtags were generated by Cell Ranger Multi function (v7, 10x Genomics). Further analyses were performed using Seurat (version 5.0.1) in the RStudio platform (Version R 4.3.0).

## Single-nucleus RNA and ATAC sequencing:

From the NGS read data, FASTQ files were generated by CellRanger Arc mkfastq, and then integrated with ATAC and Gene Expression the were generated by Cell Ranger Arc (v2.0.1, 10x Genomics). Further analysis was performed using Seurat (Version 5.0.1) and Signac (1.12.0) on the RStudio platform (Version R 4.3.0).

## bulkATAC sequencing:

All sequencing reads after trimming by TrimGalore (version 0.6.10) and Cutadapt (version 4.4) were aligned to the mouse and genome sequences (mouse genome; Genome Reference Consortium Mouse Build 38, mm10, Ensembl v.98) using Bowtie 2 (version 2.5.2). SAMtools (version 1.18) was used to manipulate alignments in the SAM and BAM formats. For visualization of ATAC-seq using the Integrative Genomics Viewer (version 2.17.0), genome coverage tracks were generated using bamCoverage from deepTools (version 3.5.4) with the parameters '--binSize 10 --normalizeUsing RPGC'.

## CATCH-seq:

All sequencing reads after trimming by TrimGalore (version 0.6.10) and Cutadapt (version 4.4) were aligned to the mouse and genome sequences (mouse genome; Genome Reference Consortium Mouse Build 38, mm10, Ensembl v.98) using Bowtie 2 (version 2.5.2) with the '-q -N 1 -L 25 --no-mixed --no-discordant' options. After the removal of PCR duplicates using Sambamba (version 1.0.0) with the parameters 'markdup -r -t 2'. SAMtools (version 1.18) was used to manipulate alignments in the SAM and BAM formats. For visualization of ChIP-seq using the Integrative Genomics Viewer (version 2.17.0), genome coverage tracks were generated using bamCoverage from deepTools (version 3.5.4) with the parameters '--scaleFactor Scaling\_factor --binSize 50 --normalizeUsing RPKM'.

Statistical analyses were performed using GraphPad Prism (Version 9).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single cell RNA-seq data for fetal lung ILC2 from DEX- or PBS-treated mothers (GSE262718), single nucleus RNA-seq (GSE262715), ATAC-seq (GSE262716) and ChIP-seq (GSE262949) data for lung cells from OVA- or PBS-treated mothers are available.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | Not applicable |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable |
| Population characteristics                                         | Not applicable |
| Recruitment                                                        | Not applicable |
| Ethics oversight                                                   | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to determine sample size. The sample size for the animal experiments was determined based on preliminary studies and previous experimental experiences.        |
| Data exclusions | In the ILC2 transfer experiments, samples in which ILC2 was not identified in the recipient mouse lung were excluded.                                                                           |
| Replication     | The number of times each experiment was conducted and the statistical analyses used are detailed in the figure legends.                                                                         |
| Randomization   | All samples were randomly allocated into experimental groups.                                                                                                                                   |
| Blinding        | The investigators were not blinded to group allocation during data collection and analysis. Lung histology scoring was performed in a blinded manner, with the mean score per mouse calculated. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

[Flow cytometry]  
 BV650 anti-mouse CD117(c-kit) (Clone 2B8) BioLegend 105853  
 PerCP anti-mouse CD11b (Clone M1/70) eBioscience 45-0112-82  
 Biotin anti-mouse CD11b (Clone M1/70) eBioscience 36-0112-85  
 FITC anti-mouse CD11b (Clone M1/70) eBioscience 11-0112-82  
 APC anti-mouse CD11c (Clone N418) eBioscience 17-0114-82  
 Biotin anti-mouse CD11c (Clone HL3) BD Bioscience 553800  
 FITC anti-mouse CD11c (Clone N418) eBioscience 11-0114-85  
 BV786 anti-mouse CD11c (Clone HL3) BD Biosciences 563735  
 BV711 anti-mouse CD127(IL-7R) (Clone SB/199) BD Biosciences 565490  
 PE-Cy7 anti-mouse CD140a (PDGFRa) (Clone APA5) BioLegend 135912  
 PE anti-mouse CD170 (SiglecF) (Clone 1RNM44N) eBioscience 12-1702-82  
 Biotin anti-mouse CD19 (Clone 1D3) eBioscience 13-0193-85  
 FITC anti-mouse CD19 (Clone 1D3) eBioscience 11-0193-82  
 BUV737 anti-mouse CD19 (Clone 1D3) BD Biosciences 612781  
 FITC anti-mouse CD25 (Clone PC61.5) eBioscience 11-0251-82  
 BV605 anti-mouse CD279 (PD-1) (Clone 29F.1A12) BioLegend 135220  
 APC anti-mouse CD31 (Clone MEC13.3) BioLegend 102509  
 PE anti-mouse CD326 (Clone EpCAM) eBioscience 12-5791-83  
 BV711 anti-mouse CD366 (Clone Tim3) BioLegend 119727  
 Biotin anti-mouse CD3e (Clone 145-2C11) eBioscience 13-0031-85  
 FITC anti-mouse CD3e (Clone 145-2C11) eBioscience 11-0031-86  
 Biotin anti-mouse CD4 (Clone RM4-5) eBioscience 13-0042-85  
 FITC anti-mouse CD4 (Clone RM4-5) eBioscience 11-0042-85  
 PE-Cy7 anti-mouse CD4 (Clone RM4-5) eBioscience 25-0042-82  
 FITC anti-mouse CD44 (Clone IM7) eBioscience 11-0441-81  
 FITC anti-mouse CD45 (Clone 30-F11) eBioscience 11-0451-85  
 BV786 anti-mouse CD45 (Clone 30-F11) BD Biosciences 564225  
 PE anti-mouse CD45.2 (Clone 104) eBioscience 12-0454-83  
 Biotin anti-mouse CD8A (Clone 53-6.7) BD Bioscience 553029

FITC anti-mouse CD8A (Clone 53-6.7) eBioscience 11-0081-82  
 BV785 anti-mouse CD8A (Clone 53-6.7) BioLegend 100750  
 BV510 anti-mouse CD90.2(Thy1.2) (Clone 53-2.1) BioLegend 140319  
 PE anti-mouse EPCAM (CD326) (Clone G8.8) eBioscience 12-5791-83  
 PE-Cy7 anti-mouse Gata3 (Clone TWAJ) eBioscience 25-9966-42  
 PE anti-mouse IL-13 (Clone eBio 13A) eBioscience 12-7133-82  
 APC anti-mouse IL-5 (Clone TRFK5) BioLegend 504306  
 APC anti-mouse NR3C1 (Clone BuGR2) eBioscience 17-6189-82  
 BV605 anti-mouse KLRG1 (Clone 2F1/KLRG1) BioLegend 138419  
 PE-Cy7 anti-mouse Ly6G (Clone 1A8) eBioscience 25-9668-82  
 BUV661 anti-mouse Ly6G (Clone 1A8) BD Biosciences 741587  
 Biotin anti-mouse NK1.1 (Clone PK136) eBioscience 13-5941-85  
 BUV737 Streptavidin BD Bioscience 612775  
 PE-Cy7 Streptavidin eBioscience 25-4317-82  
 BV421 anti-mouse SiglecF (Clone E50-2440) BD Biosciences 562681  
 BV421 anti-mouse ST2 (Clone U29-93) BD Biosciences 566309  
 Biotin anti-mouse ST2 (Clone DJ8) mdbioproductions 101001B  
 BV650 anti-mouse TCR $\beta$  (Clone H57-597) BD Biosciences 742483  
 Biotin anti-mouse TCR $\gamma\delta$  (Clone GL3) BD Bioscience 553176  
 Biotin anti-mouse TER119 (Clone TER-119) BD Bioscience 553672  
 FITC anti-mouse TER119 (Clone TER-119) eBioscience 11-5921-85  
 PE anti-mouse Tox (Clone TXRX10) eBioscience 12-6502-82  
 Fixable Viability Dye eFluor™ 780 eBioscience 65-0865-14  
 AlexaFluor647-conjugated anti-p-p38 BD Biosciences 612595

[Antibody administration experiments]

InVivoMAb anti-mouse IL-7R $\alpha$  (CD127) (A7R34) Bio X Cell BE0065  
 InVivoPlus anti-mouse CD8 $\alpha$  (2.43) Bio X Cell BP0061  
 InVivoPlus anti-mouse CD4 (GK1.5) Bio X Cell BP0003-1

[Single-cell RNA sequencing]

TotalSeq™-C0301 anti-mouse Hashtag 1 Antibody Biolegend 155861  
 TotalSeq™-C0302 anti-mouse Hashtag 2 Antibody Biolegend 155863  
 TotalSeq™-C0307 anti-mouse Hashtag 7 Antibody Biolegend 155873  
 TotalSeq™-C0308 anti-mouse Hashtag 8 Antibody Biolegend 155875

[ChIP-seq]

rabbit anti-H3K4me3 Active Motif 39159

Validation

All antibodies were purchased and only used, according to the manufacturer's instructions. Validation statements are provided on the manufacture's website.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Wild-type C57BL/6J mice were purchased from KBT Oriental (Breeder: Jackson Laboratory Japan). Il7r-Cre mice were provided by Professor Hans-Reimer Rodewald. GR-flox mice were provided by Professor Koichi Ikuta. All mice were housed in the specific pathogen-free animal facility at Kyushu University with a 12-hour light cycle.

Wild animals

Wild animals were not used in this study.

Reporting on sex

In experiments in which the adult offspring of treated mothers were given HDM nasally, the sexes were matched as closely as possible to the offspring of untreated mothers. In experiments in which lung ILC2 from adult offspring mice was sorted and cultured or transferred, adult offspring of OVA- or PBS- treated mothers were each matched to have an equal proportion of females and males. In transfer experiments, all sexes of recipient mice were female.

Field-collected samples

The study did not involved samples collected from the field.

Ethics oversight

All experimental procedures were reviewed and approved by the Kyushu University Animal Experiment Committee, and the care of the animals was in accordance with institutional guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |               |
|-----------------------|---------------|
| Seed stocks           | Not involved. |
| Novel plant genotypes | Not involved. |
| Authentication        | Not involved. |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                   |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | Data have been deposited in the NCBI GEO database under the accession number GSE262949.                           |
| Files in database submission                                       | Raw fastq, processed bigwig and peaks.narrowPeak from adult offspring lung ILC2s of OVA- or PBS- treated mothers. |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | the Integrative Genomics Viewer (IGV) (version 2.17.0)                                                            |

### Methodology

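The ChIP-seq peaks were divided by their place in the genome. Within 1000 bp of a protein-coding transcript start, a region that holds 3.59% of genomic bases, lay 30.3% (95% interval 29.9 to 30.8%) of the peaks of offspring of control mothers and 19.5% of those of offspring of asthmatic mothers. In the first of 10 equal parts of each list by −log10 q, from the highest, the shares were 69.8% and 13.4%. From part 6 to part 10 the order was reversed, with 17.8% and 20.9% in part 6 and 11.0% and 16.1% in part 10. Away from starts, 93.6% and 96.0% of peak bases on average were masked as repeats in the reference, against 35.4% in 20000 random genomic stretches. The 75 bases around the summit, the length of the reads, had an exact copy elsewhere on the 21 assembled chromosomes for 92.6% of these peaks in offspring of control mothers and 94.8% in offspring of asthmatic mothers. At starts, such copies were found for 3.17% and 4.77%, and at random places for 10.9%. The number of fragments at a summit and the caller's background were solved from the authors' fold and −log10 p. The solved summit held a whole number of fragments for 100% of the peaks solved. The smallest background corresponds to 96.1 fragments per 10 kb in offspring of control mothers and 100.4 in offspring of asthmatic mothers, and the median peak summit held 21 and 18 fragments. The smallest peak width was 190 bp and 156 bp. These backgrounds stand in for the depth of each library, since the peak lists give no number of reads. They assume that no input library served as a control, which the paper does not state.

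**Figure D2:**
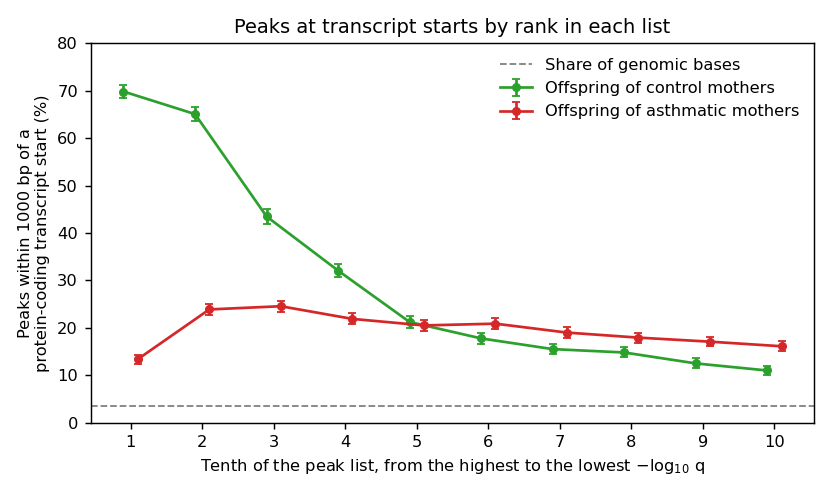
Percent of peaks within 1000 bp of a protein-coding transcript start in each of 10 equal parts of a list, from the highest to the lowest −log10 q, for offspring of control mothers (green) and of asthmatic mothers (red). Error bars are exact 95% intervals for counting error and the dashed line is the share of genomic bases, 3.59%. The first part lies at 69.8% in offspring of control mothers and at 13.4% in offspring of asthmatic mothers. From part 6 to part 10 the share is higher in offspring of asthmatic mothers.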

|                         |                                                                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | As the experiment was conducted once, no replicates were performed due to the experimental constraints.                                                                                                                                                                                                     |
| Sequencing depth        | Total: $4 \times 10^8$<br>Total bases: 30Gbp<br>Read length: 75+75bp.<br>Paired end                                                                                                                                                                                                                         |
| Antibodies              | rabbit anti-H3K4me3 (Active Motif 39159)                                                                                                                                                                                                                                                                    |
| Peak calling parameters | We called peaks using MACS2 (version 2.2.9.1) with the CallPeaks function to analyze ATACseq using Signac (version 1.12.0) on the RStudio platform (Version R 4.3.0). We did not perform peak calls on the ChIPseq data because we used the ChIPseq data for comparison with the peaks detected by ATACseq. |
| Data quality            | We did not check the Data quality of the ChIPseq data as we used it to compare the ChIPseq data with the peaks detected by ATACseq.                                                                                                                                                                         |
| Software                | TrimGalore, Cutadapt, Bowtie 2, Sambamba, SAMtools, deepTools.                                                                                                                                                                                                                                              |

## Flow Cytometry

### Plots

- Confirm that:
- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | BAL infiltrates were collected by 3 consecutive flushes of the airways with 1 mL of PBS. For the preparation of lung immune cells for flow cytometry analysis, lung tissue was digested in RPMI enzyme solution containing collagenase D (2 mg/ml, Roche, 1108882001) and DNase I (0.1 mg/ml, Roche, 10104159001) at 37°C for 60 min (for adults) or 40 min (for fetuses). Digestion was performed by changing the solution every 20 min. For the preparation of lung immune cells, fibroblast, and epithelial cells, lung tissues were digested in RPMI enzyme solution containing collagenase D (2 mg/ml), DNase I (0.1 mg/ml), |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

and Dispase II (0.2 mg/ml, Roche 04942078001) at 37°C for 40 min (for adults) or 20 min (for fetuses). Digestion was performed by changing the solution every 20 min. And then, lung tissues were digested in RPMI enzyme solution containing collagenase D (2 mg/ml), DNase I (0.1 mg/ml), Dispase II (0.2 mg/ml) and Liberase TH (0.01 mg/ml, Roche 5401151001) at 37°C for 20 min. The digested samples were filtered through 70 µm strainers and suspended in 36% Percoll (Cytiva, 17-0891-01) diluted with RPMI, 72% Percoll diluted with PBS was injected into the bottom and centrifuged at 800 × g for 20 min at 25°C. Cells were collected in the interlayer between 36% and 72% Percoll, washed with RPMI supplemented with FBS (2% v/v), and stained for flow cytometry. For BALF cells, the process of cell digestion and cell separation was not performed.

Instrument

Data were taken by LSRFortessa (BD Biosciences) or FACSMelody (BD Biosciences).

Software

Data were analyzed with FlowJo (version 10, BD Biosciences) and GraphPad Prism (Version 9).

Cell population abundance

Gating strategies was confirmed by backgating.

Gating strategy

Gating strategies for representative experiments were shown in Extended Data Fig. 7. All gating strategies captured cells by FSC-A/SSC-A area. FSC-A/FSC-H gates were used to exclude doublet cells.

For analysis:

Eosinophils were defined by CD45+CD11b+CD11c-Ly6G-SiglecF+.

Neutrophils were defined by CD45+CD11b+CD11c-Ly6G+SiglecF-.

B cells were defined by CD45+CD11b-CD11c-CD19+CD4-.

CD4+T cells were defined by CD45+CD11b-CD11c-CD19-CD4+.

Alveolar macrophages were defined by CD45+CD11b-CD11c+SiglecF+.

ILC2s were defined by CD45+lineage- (CD3e, CD4, CD8A, CD19, CD11b, CD11c, TER119, TCR $\alpha\delta$ ) CD90.2+ST2+GATA3+.

For sorting of mouse fibroblasts, epithelial cells and ILC2s:

Fibroblasts were defined by CD45-EpCAM-CD31-CD140a+.

Epithelial cells were defined by CD45-EpCAM+CD31-.

In adult mouse lungs, ILC2s were defined by CD45+lineage- (CD3e, CD4, CD8A, CD19, CD11b, CD11c, TER119) CD90.2+ST2+.

In fetal mouse lungs, ILC2s were defined by CD45+lineage- (CD3e, CD4, CD8A, CD19, CD11b, CD11c, TER119) ST2+.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

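H3K4me3 ChIP-seq (CATCH-seq) of lung ILC2s was analysed for 1 library of adult offspring of PBS-treated control mothers and 1 library of adult offspring of OVA-treated asthmatic mothers. The authors trimmed the reads, aligned them to GRCm38 with Bowtie 2 and removed duplicates with Sambamba. The paper's text states that 5% of each lysate was kept for an input library, but not whether peaks were called against it, and names no peak caller or threshold for the ChIP-seq. Its reporting summary states that no peaks were called on these data, although a peak list was provided for each library. The deposited lists give for each peak a score, which is 10 times the −log10 q rounded down for 99.98% of peaks or more. The authors' fold is a ratio of the signal at the peak summit to the caller's background. The authors' −log10 p and −log10 q (p-value and q-value) describe each peak against that background. The smallest −log10 q was 2.02 in offspring of control mothers and 2.01 in offspring of asthmatic mothers. Folds, p and q are not scaled between libraries, so they were used to describe, rank and filter peaks within a list. Fold and p also served to solve the caller's background, which was compared between the lists.

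Peaks were read at their positions on GRCm38, counted from 1. Transcript starts and exons came from the GENCODE annotation of GRCm38. A peak within 1000 bp of a start of a protein-coding gene was counted at that start. Peaks were shared when they overlapped by at least 1 bp. Peaks at most 1000 bp apart were joined to domains. Shares have exact Clopper-Pearson 95% intervals, which cover counting error only, and ratios of median widths have intervals from 1000 bootstrap draws of peaks. The level of overlap by position alone came from 100 lists moved along their chromosomes. The numbers of fragments at summits and the caller's background were solved from the fold and −log10 p, taking a Poisson model with 1 added to both signal and background. Where the background was above its smallest value it was a whole multiple of 1 fragment per 10 kb for 100% of the peaks tested, so the fragment length was taken as the smallest peak width. These numbers are derived, not the authors', and assume that peaks were called without a control. Repeat-masked bases and GC content came from the reference sequence, with 20000 random stretches for comparison. Copies of the 75 bases around each summit were counted on both strands of the 21 assembled chromosomes.

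Lists of genes were those higher in E18 ILC2s, macrophages and AT2 cells of fetuses of asthmatic mothers in Supplementary Data 2 and the gene sets of Supplementary Data 3, 7 lists in all. Of the listed symbols 545 of 556 for ILC2s, 524 of 535 for macrophages, 816 of 831 for AT2 cells and 169 of 178 for the GC signature were found in the annotation. Each list was set beside 10000 random lists of the same size, for rank shifts matched on mean rank in 10 bins, as a description of these libraries. Marker lists for 8 cell types, ILC2, T cell, B cell, macrophage, neutrophil, epithelial, endothelial and fibroblast, served to look for other cells. Genes named are those of the ChIP-seq panels and of Fig. 4e, Il5 and Il13, the protein-coding genes at the 10 widest domains of each library, the 5 genes with the highest −log10 q among those with a start peak in 1 list only, markers with a peak, and Xist and protein-coding genes on Y. The rule, the main settings and the alternatives in the closing section were set before the data were examined, apart from those named there as later.

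With 1 library per group, no test between the groups was possible and no p-value across genes is given. The overlaps, the solved fragments, the copy counts and the random lists were tested on simulated data. All of 500 simulated overlaps, 1867 summits and 50 planted sequences were recovered, 3 of 100 lists without a shift lay outside the middle 95% of random lists, and 100 of 100 lists with a planted shift lay above it. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The coverage tracks, the scATAC-seq and the RNA data were not used here.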

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

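The tests of sequencing depth, of calls away from starts, of reads that match several places, among all peaks and away from starts, of lower signal over background and of GC content at like width, and the values for peaks with a single-copy summit, were chosen only after the results were seen.

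In the genome-wide peak lists, which the paper does not analyse, 20165 peaks were listed for offspring of asthmatic mothers that overlap no peak of offspring of control mothers. Deeper sequencing is argued against if no input library served as a control. The caller's background then corresponds to 1.04 times as many fragments per 10 kb in that library, while its list is 1.23 times as long. Of these peaks 2.20% lay within 1000 bp of a protein-coding start, fewer than the 3.59% of genomic bases there. Their bases were on average 95.1% repeat-masked. Away from starts, the share was 96.4%, against 87.6% in peaks listed for offspring of control mothers alone and 95.8% in peaks of offspring of asthmatic mothers that both lists share. Exact copies elsewhere were found for 93.6% of their summits, but away from starts for as many of the shared peaks (94.7%) as of these (94.9%), so copies do not single out the extra peaks. Away from starts, peaks with a copied summit were 1.45 times as many in offspring of asthmatic mothers (95% interval 1.43 to 1.47), while those with a single-copy summit numbered 2147 against 2171, a ratio of 0.989 (0.931 to 1.05). These ratios show that the larger number away from starts lies at copied summits, not why. The placing of reads that match several places stays a candidate for calls there. Both libraries were aligned in the same way, so the placing alone does not account for more calls in 1 of them. A mark at the repeats themselves or a lower yield at single-copy places stays open. The paper's text names no filter on mapping quality. The median GC content of the extra peaks was 49.4%, against 41.4% in random stretches. The GC content of like repeats was not measured, so a base preference of MNase cannot be told apart from repeat sequence. Exposure to maternal asthma stays open and untested, as there are no replicates.

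A start peak was listed for 2138 protein-coding genes in offspring of control mothers alone and for 159 in offspring of asthmatic mothers alone, a comparison over all genes that the paper does not make. Shallower sequencing is argued against by the 100.4 background fragments per 10 kb in offspring of asthmatic mothers, against 96.1 in offspring of control mothers. This again assumes that no input library served as a control. Start peaks of offspring of control mothers without an overlap in the other list made up 80.3% of the weakest of 10 equal parts by −log10 q and 2.27% of the strongest. Weak peaks are lost more often between any 2 lists with a threshold, so this loss alone does not single out a cause. In the middle of 3 equal parts by −log10 q, 35.8% were lost in the lowest of 4 equal parts by GC content and 13.6% in the highest, with median −log10 q of 11.7 and 12.0 and median widths of 436 and 571.5 bp. Since wider peaks overlap another more easily, GC content was also ranked among peaks of like width, where 30.3% and 16.0% were lost. Lower signal over background and a dependence on GC content may both contribute. Exposure to maternal asthma was not tested.

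In offspring of asthmatic mothers, 77.2% of all peak summits had an exact copy of their 75 bases elsewhere in the genome, a property that the paper does not report, against 65.4% in offspring of control mothers and 10.9% at random places. At peaks away from starts the shares were 94.8% and 92.6%, so the repeats are common to both libraries and their weight in the list differs. Of peaks with a single-copy summit, 81.7% lay at a protein-coding start in offspring of asthmatic mothers and 85.1% in offspring of control mothers. Whether the mark is present at the repeats themselves was not tested, since no input library was used here.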

How the results depend on the processing

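Values for peaks with a single-copy summit and for genes raised in ILC2s alone were chosen only after the results were seen. The numbers below give offspring of control mothers first and offspring of asthmatic mothers second.

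With a −log10 q of at least 5, the shared shares were 68.3% and 59.1%, the shares of gene starts with a peak 49.5% and 37.3%, and 1 boxed place had a peak in offspring of asthmatic mothers. With the 10000 peaks of highest −log10 p, the shared shares were 40.0% and 40.4%, the start shares 32.2% and 9.32%, and 0 boxed places had a peak in both lists. A distance of 500 bp gave start shares of 50.0% and 40.6% and 2 boxed places in offspring of control mothers, 2000 bp gave 52.1% and 43.7%, and the 5′ end of the gene alone 47.0% and 38.3%. Joined domains were shared at 76.1% and 63.3%, and overlaps of at least 50% of both peaks at 56.0% and 45.7%. With single-copy summits alone there were 14528 and 11729 peaks, shared at 65.2% and 87.0%, with start shares of 49.4% and 40.3%. The start share was higher in offspring of control mothers under every setting run for it. The shared share was higher in offspring of control mothers except among the 10000 highest peaks and the single-copy summits. The cause of these changes was not tested beyond the fewer peaks or shorter distances that the settings themselves impose.

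The median rank shift of genes higher in E18 ILC2s was 6.19 in percentile points, 10.6 when ranked by fold and 1.47 when ranked by domain width, and the cause was not tested. Among the 100 widest domains, 28 and 6 lay at a start, against 17 in offspring of control mothers when peaks up to 3000 bp apart were joined, and 68 and 11 without joining. Of 126 other values, 105 stayed within their limits and 21 moved. A change of sign could stay within the limits, as for activation and GC signature genes ranked by fold. No paired analysis was possible because there was 1 library per group.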

Differences from the paper's values

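No comparison with the paper was chosen only after the result was seen, apart from the tests on peaks with a single-copy summit.

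The paper states that the boxed regions of Gata3, Mapkapk3 and Map2k3 overlapped the H3K4me3 peak of adult lung ILC2s, without naming the library. Its reporting summary states that no peaks were called on these data. The scATAC-seq regions and the coverage tracks were not used here. Listed peaks near annotated places were counted instead, which is an unlike measure, and their overlap with the boxed regions was not tested. In the list of offspring of control mothers 4 of the 4 places had a peak within 1000 bp. Those for the upstream start of Gata3 and the internal exon of Mapkapk3 lay 701 bp and 799 bp from the nearest transcript start. In the list of offspring of asthmatic mothers 2 of the 4 had one, and none was listed at the upstream start of Gata3 or the internal exon of Mapkapk3. Of the alternatives set before the data were examined, a distance of 2000 bp gave 4 and 2 places, a −log10 q of at least 5 gave 4 and 1, a distance of 500 bp gave 2 and 2, and the 10000 peaks with the highest −log10 p gave 0 and 0. None of them gave a peak at all 4 places in offspring of asthmatic mothers, nor did single-copy summits alone, a setting chosen after seeing the values, with 4 and 2.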

Other observations

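The tests of fragment length, over all peaks and by copies of the summit, of the caller's background at Gata3, of Y and X peaks, of X-linked starts and of start peaks kept at activation genes and the other gene lists, and the list of genes raised in ILC2s alone, were chosen only after the results were seen.

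Peaks were narrower in offspring of asthmatic mothers. Divided by the fragment length of each library, the median widths over all peaks had a ratio of 0.963, but this mixes kinds of peaks. For peaks with a single-copy summit, with median widths of 446 and 301 bp, the ratio was 0.822 (bootstrap 95% interval over peaks 0.810 to 0.839), which argues against shorter fragments as the whole cause. For peaks with a copied summit it was 1.04 (1.04 to 1.06), so shorter fragments may account for the narrower peaks there.

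The upstream Gata3 peak was listed for offspring of control mothers alone. Of start peaks with a like −log10 q, 73.7% overlapped no peak in the other list, so its absence there is in line with the loss of weak start peaks in general and may say little about Gata3 itself. A difference due to maternal asthma was not tested.

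No listed peak overlapped an exon of Gata3, although the H3K4me3 track of Fig. 5f is high at the middle exons. The peak of offspring of asthmatic mothers from 9876900 to 9877056 lies between exons 2 and 3 of the longest transcript. There the background that the caller had set was 5.71 times its smallest value, the 99.0th percentile of that list. It corresponds to 573 fragments in 10 kb. A candidate explanation is that broad signal raised the local background and kept narrow peaks from being called. Whether this is particular to Gata3 cannot be told apart from raised background at starts in general. The median at start peaks was 1.39 times the smallest value in offspring of control mothers and 1.09 times in offspring of asthmatic mothers, but the background is known only where a peak was called, so starts where it kept a peak from being called are missing.

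On the Y chromosome, 524 peaks were listed for offspring of control mothers and 849 for offspring of asthmatic mothers. Away from starts the ratio was 1.61 (95% interval 1.44 to 1.80), above the 1.41 of autosomes. Few Y peaks had a single-copy summit, and for all peaks with a copied summit away from starts the ratio was 1.45. That value lies within the Y interval, so more calls at repeats all over that library stay open as the cause. A larger share of male offspring cannot be told apart from other causes. The ratio on X away from starts was 1.41 and not lower, as more male offspring would require, but these peaks are mostly repeats found on many chromosomes. Single-copy peaks on Y numbered 14 and 15, too few to compare. Single-copy peaks on X, those at starts included, numbered 334 in offspring of control mothers and 161 in offspring of asthmatic mothers. Over all chromosomes, single-copy peaks numbered 14528 and 11729. The larger fall on X has the direction that more male offspring would give, but other causes of fewer X-linked start peaks stay open. No peak was listed at Xist in either library. Protein-coding genes on Y with a start peak were 0 in offspring of control mothers and 6 in offspring of asthmatic mothers, Gm21518, Gm21095, Gm20911, Gm21627, Gm20883 and Gm29866, and 0 in both with a −log10 q of at least 5. The paper's reporting summary describes how sexes were handled for sorted ILC2s that were cultured or transferred, and does not name the ChIP-seq, so the sex of these offspring was not known here.

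Start peaks on X numbered 316 and 129, a ratio of 0.408 (95% interval 0.330 to 0.503), against 0.798 on autosomes. Of 280 X-linked genes with a start peak in offspring of control mothers, 34.3% had one in offspring of asthmatic mothers. In random lists matched on −log10 q the median was 57.9%, and the X-linked genes lay at percentile 0, which argues against lower strength of X-linked start peaks as the whole cause. Matched on −log10 q and GC content of X-linked starts, the median was 57.5% and the percentile again 0, which argues against GC content. Sex of the offspring and exposure to maternal asthma stay open and untested.

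Genes higher in E18 ILC2s of fetuses of asthmatic mothers had a start peak in 97.6% of cases in offspring of control mothers and 93.0% in offspring of asthmatic mothers. Of those with one in offspring of control mothers 95.3% kept it, against a median of 85.5% in random lists matched on −log10 q (percentile 100). The lists for macrophages and AT2 cells were also kept more often, at 92.9% and 90.9% against 86.0% and 85.0% (percentile 100 for both), and proliferation genes at 82.6% against 60.9% (99.3), while GC signature genes (90.1%, percentile 96.9) and DEX-exposure genes (83.1%, percentile 87.8) lay within the middle 95%. The cause of the higher shares was not tested. The median rank shift of genes higher in E18 ILC2s, 6.19 percentile points, lay at percentile 100 of random lists. Whether the mark is kept at genes raised before birth cannot be told apart from other causes, because the shift lay at percentile 0.04 when ranked by domain width and the lists for macrophages and AT2 cells shifted alike, by 4.71 and 6.34. Genes raised in ILC2s alone shifted by 6.83 (percentile 99.4). The other shifts were 2.06 for activation genes (percentile 63.2), 10.5 for proliferation genes (95.3), -1.04 for GC signature genes (within the middle 95% of random lists) and 8.51 for DEX-exposure genes (94.3). Ranked by domain width, the shifts of activation, proliferation and GC signature genes changed sign, to -25.1 (percentile 0.02), -21.2 (percentile 0.06) and 5.06 (percentile 75.1). Ranked by fold, those of activation and GC signature genes did, to -3.04 (percentile 17.3) and 1.28 (percentile 54.8). Start peaks were found for 63.9% and 52.8% of proliferation genes, 83.4% and 75.7% of GC signature genes and 90.8% and 75.4% of DEX-exposure genes.

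Of 22 activation genes, 18 had a start peak in offspring of control mothers and 12 of these in offspring of asthmatic mothers. Cass4, Cd69, Il5, Irf4, Mmp25 and Zfp36 had none there. The share of 66.7% lay at percentile 70.4 of random lists matched on −log10 q, which is in line with the loss of weak start peaks.

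Of 15 ILC2 markers, 12 and 9 had a start peak. Of 10 markers each, T cells had 2 and 1, macrophages 1 and 0, epithelial cells 2 and 1 and endothelial cells 1 and 1, while B cells, neutrophils and fibroblasts had 0 in both. They were Lef1, Tcf7, Cd14, Epcam, Cdh1, Sftpb, Kdr and Vwf. In offspring of control mothers the highest share in another cell type was 20% (95% interval 2.52 to 55.6%), against 80% of ILC2 markers (51.9 to 95.7%). In offspring of asthmatic mothers it was 10% (0.253 to 44.5%), against 60% (32.3 to 83.7%). The share was higher for ILC2 markers in both libraries. The intervals overlap, which is not a test of the difference. With so few markers, cells of another type in the sorted ILC2s cannot be told apart from start peaks of ILC2s themselves.

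Of the 12 genes of Fig. 4e, 6 had a start peak in both libraries, Il1rl1, Il2ra, Nr3c1, Nr4a2, Klf13 and Socs2. Another 5, Gata3, Il7r, Nr4a1, Nr4a3 and Bcl2l11, had one in offspring of control mothers and none in offspring of asthmatic mothers, and Icos had none in either, like Il13. A start without a listed peak may still carry the mark, since signal below the caller's threshold would not be seen. At Gata3, offspring of asthmatic mothers had a peak from 9876900 to 9877056, where the solved background was 5.71 times its smallest value. The widest domain of offspring of control mothers ran from 3032105 to 3038282 on chromosome 9, at Gm10715, Gm10717 and Gm17535. That of offspring of asthmatic mothers ran from 39843099 to 39848674 on chromosome 17, at no protein-coding start. Other protein-coding genes at the 10 widest domains were Gm10800, Gm10801, Gm10722, Gm11168 and Gm21738, in both lists. Repeat-rich regions were not filtered out here, and most summits of both lists had an exact copy elsewhere. Copies were not counted by domain, so the widest domains may reflect reads that match several places rather than broad stretches of the mark. The start peaks with the highest −log10 q in 1 list only were at Pik3r6, Car5b, Myf6, Adamtsl1 and Lypd6b in offspring of asthmatic mothers, and at Arel1, Fcf1, A830005F24Rik, Lars2 and Melk in offspring of control mothers.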
